# Genome Wide Transcriptome Analysis Reveals Complex Regulatory Mechanisms Underlying Phosphate Homeostasis in Soybean Nodules

**DOI:** 10.3390/ijms19102924

**Published:** 2018-09-26

**Authors:** Yingbin Xue, Qingli Zhuang, Shengnan Zhu, Bixian Xiao, Cuiyue Liang, Hong Liao, Jiang Tian

**Keywords:** RNA-seq, nodule, P deficiency, symbiotic nitrogen fixation, soybean

## Abstract

Phosphorus (P) deficiency is a major limitation for legume crop production. Although overall adaptations of plant roots to P deficiency have been extensively studied, only fragmentary information is available in regard to root nodule responses to P deficiency. In this study, genome wide transcriptome analysis was conducted using RNA-seq analysis in soybean nodules grown under P-sufficient (500 μM KH_2_PO_4_) and P-deficient (25 μM KH_2_PO_4_) conditions to investigate molecular mechanisms underlying soybean (*Glycine max*) nodule adaptation to phosphate (Pi) starvation. Phosphorus deficiency significantly decreased soybean nodule growth and nitrogenase activity. Nodule Pi concentrations declined by 49% in response to P deficiency, but this was well below the 87% and 88% decreases observed in shoots and roots, respectively. Nodule transcript profiling revealed that a total of 2055 genes exhibited differential expression patterns between Pi sufficient and deficient conditions. A set of (differentially expressed genes) DEGs appeared to be involved in maintaining Pi homeostasis in soybean nodules, including eight *Pi transporters* (*PTs*), eight genes coding proteins containing the *SYG1/PHO81/XPR1* domain (*SPXs)*, and 16 *purple acid phosphatases* (*PAPs*). The results suggest that a complex transcriptional regulatory network participates in soybean nodule adaption to Pi starvation, most notable a Pi signaling pathway, are involved in maintaining Pi homeostasis in nodules.

## 1. Introduction

Phosphorus (P) is an essential plant macronutrient. As a key component of biomolecules, such as nucleic acids, proteins, and phospholipids, P is involved in multiple biosynthetic and metabolic processes throughout plant growth and development [1,2]. Phosphate (Pi), the major form of phosphorus acquired by plants, is not only unevenly distributed in soils, but is also readily fixed onto soil particles into unavailable forms (e.g., aluminum-P, iron-P, and calcium-P) [3,4,5]. Low P availability significantly decreases crop yields, and, thus, becomes a major constraint on crop growth and production [6]. At the other end of the spectrum, excessive application of P fertilizer is inadvisable, due to depletion of limited P rock resources and eutrophication of marine systems by Pi in runoff that is not utilized by plants [6,7]. Intelligent use of moderate amounts of P fertilizer can be beneficial if crops are developed for such conditions. To meet these goals of developing smart crop cultivars with high P utilization efficiency requires further understanding of genetic and molecular mechanisms underlying plant adaptions to P deficiency [8,9,10,11,12].

To date, a range of morphological, physiological and molecular processes have been associated with plant in adaptation to P deficiency. These processes include the remodeling of root morphology and architecture, increased exudation of organic acids and acid phosphatases, enhanced expression of Pi transporters, and formation of symbiotic interactions with mycorrhizal fungi or rhizobia [13,14,15,16,17,18,19]. In recent years, many Pi starvation responsive genes and proteins have been identified and functionally characterized, which has filled in large gaps in our sketch of plant Pi signaling and regulatory networks [5,9,11]. In the center of the Pi signaling network lie several important regulators, such as *phosphate starvation response 1* (*PHR1*) and WRKY transcription factors, proteins containing the SYG1/PHO81/XPR1 domain (SPX), and the ubiquitin-like modifier E3 ligase [20,21,22,23,24,25]. Downstream responses include a set of genes directly involved in morphological and physiological responses to Pi starvation, such as *purple acid phosphatase* (*PAP*) genes functioning in extracellular organic P remobilization, *phosphate transporter* (*Pht*) genes involved in Pi acquisition, and *expansin* (*EXP*) genes that participate in alteration of root morphology and architecture [26,27,28,29,30].

Among all of the genes, *Pht* genes are widely characterized in plants, especially in rice (*Oryza sativa*) and *Arabidopsis thaliana*. It has been documented that transcripts of a set of *Pht* genes were increased by Pi starvation, such as 4 of 9 *Pht genes* in Arabidopsis and 4 of 13 in rice [31,32]. Furthermore, *AtPht1;1* and *AtPht1;4* are suggested to be responsible for about 50% of Pi uptake under Pi starvation conditions in Arabidopsis [33,34]. Similarly, *OsPht1;1*, *OsPHT1;9* and *OsPHT1;10* were found to modulates phosphate uptake and translocation [35,36,37]. Recently, several *Pht* genes have been suggested to regulate root growth, such as *AtPht1;5* for root hair formation and primary root growth in Arabidopsis, *OsPht1;8* for adventitious root elongation and lateral roots number [38,39]. Another critical gene family in regulating Pi homeostasis, *SPX* family, has also been well characterized in plants. In Arabidopsis, transcripts of 3 *AtSPX* members were enhanced by P deficiency except to *AtSPX4* [22]. Similar to Arabidopsis, 5 *OsSPX* members were up-regulated by P deficiency except to *OsSPX4* [40]. Recently, a highly conserved mechanism has been suggested that SPX proteins might act as an intracellular Pi sensor mainly through interactions with PHR1/PHR2 in both rice and Arabidopsis [41,42,43,44,45].

Additionally, plant phytohormones are suggested to regulate plant responses to Pi starvation, such as auxin, abscisic acid, ethylene, cytokinin [9,46,47]. Furthermore, cross-regulation also occurs between Pi and nitrogen (N) starvation in both legume and non-legume plants [48,49]. For example, a critical regulator for Arabidopsis adaptation to nitrogen availability, N limitation adaptation (NLA) was suggested to regulate Pi homeostasis by recruiting PHOSPHAT2 (PHO2) to degrade Pht1;4 in Arabidopsis [48]. Furthermore, transcription levels of *NLA* were found to be regulated by a Pi starvation responsive *miR827* [49], strongly suggesting there is a crosstalk between N and P deficiency. For legume plants, a crosstalk between N and P deficiency could be directly reflected by significant decreases of both N_2_ fixation capability and growth in legume nodules by Pi starvation [28,50,51]. However, one outstanding issue is that a large fraction of our knowledge of Pi signaling networks has been attained in model plants, such as *Arabidopsis thaliana* and rice (*Oryza sativa*). Verification and application of this knowledge remain fragmentary for most crops, particularly legume crops.

Soybean (*Glycine max* L.) is an important legume crop that is a source of high-quality protein and oil [52]. Similar to other legumes, soybean participates in symbiosis with rhizobia in the formation of nodules [53]. It has been well documented that rhizobium establishment is a complex process, which is mainly regulated by phytohormones, such as auxin, cytokinin, ethylene, gibberellic acid, strigolactones, jasmonic acid, abscisic acid, and salicylic acid [54,55]. For example, it has been suggested that ethylene negatively regulates rhizobia infection and nodule organogenesis because suppression of both *LjEIN2a* and *LjEIN2b* led to a hypernodulation phenotype in *Lotus japonicus* [56]. Recently, gibberellic acids have been suggested to negatively regulate root nodule symbiosis in *Lotus japonicus* and *Medicago truncatula* [57,58,59]. Furthermore, it has been documented that P availability adversely affects soybean nodule development and growth [60,61,62]. In addition, it has been suggested that responses to P deficiency are similar between roots and nodules, because of significant increases of proton exudation, and, thus, decreases of rhizosphere pH were observed in soybean grown in low P conditions [18,63]. However, few studies were conducted to investigate gene expression patterns between nodules and roots in legume crops. For example, it has been documented that 11 of 14 *GmPT* members exhibited Pi-starvation responsive expression patterns in soybean roots [28,29], but information about transcripts of all *GmPT* members responsive to Pi-starvation remains largely unknown in soybean nodules. Recently, increased transcription of *GmPT5* has been shown to play a critical role in maintaining Pi homeostasis in soybean nodules [62]. Plus, a Pi starvation responsive gene, *GmEXPB2*, plays vital roles in adaptive responses of both soybean roots and nodules to P deficiency, possibly through cell wall modifications [26,51]. The results strongly suggest that identification and functional analysis of Pi starvation responsive gene is critical for elucidating adaptive strategies to low P stress in soybean nodules. Yet, genome-wide transcriptome analysis has not been conducted to identify Pi starvation responsive genes in soybean nodules.

Although genome-wide transcriptome analysis has been successfully used to elucidate molecular mechanisms underlying complex adaptations of plants to P deficiency using RNA-seq technique, most of these studies focus on roots or leaves of plants grown under non-symbiotic conditions. Little transcriptome information is available for legume nodules. As far as the authors are aware, only three studies have been conducted to investigate global gene expression responses to Pi starvation in legume nodules, including with bean (*Phaseolus vulgaris*), *Medicago truncatula* and chickpea (*Cicer arietinum*) [64,65,66]. However, there is little information about genome-wide analysis of gene transcripts responsive to Pi starvation in soybean nodule. Furthermore, it is well known that the formation of symbiotic nodules and their responses to Pi starvation varies considerably among legume species and rhizobium strains [66,67]. Thus, it is important to investigate molecular mechanisms underlying nodule development and physiology for each commercially important legume crop under Pi starvation.

In this study, genome-wide transcriptomic analysis of soybean nodules in response to P deficiency was conducted via RNA-seq. Thousands of differentially expressed genes were identified in soybean nodules under P deficiency, with many involved in nutrient/ion transport, transcriptional regulation, key metabolic pathways, Pi remobilization, and signaling. These results will enable future researchers to further elucidate molecular processes within nodules adapted to P deficiency, which will ultimately lead to the development of P-efficient soybean varieties that can maintain symbiotic nitrogen fixation (SNF) in low or moderate P availability systems.

## 2. Results

### 2.1. Growth of Soybean Nodules Is Inhibited by Pi Starvation

Phosphate starvation significantly affects soybean nodule growth. The results in this study showed that nodule size, fresh weight, and nitrogenase activity in nodules declined in response to Pi starvation by 27%, 36%, and 45%, respectively (Figure 1a,b,d,e). However, there was no significant difference between phosphorus treatments in nodule number (Figure 1c). Consistently, Pi starvation significantly reduced both P content and total P concentration of seedlings and nodules (Figure 2a,b). Compared to values in HP plants, the P content and total P concentration of shoots and roots decreased by more than 70%, whereas, the P content and total P concentration in nodules decreased only by 55% and 49%, respectively, under LP conditions (Figure 2a,b). Accompanying decreases in P content, soluble Pi concentrations also decreased significantly in response to Pi starvation, with observed soluble Pi concentrations declining by 88% in leaves, 98% in roots, and 77% in nodules (Figure 2c). In contrasting, acid phosphatase (APase) activity increased significantly with P deprivation, as reflected by 0.4, 6.9, and 1.2-fold increases in leaves, roots, and nodules, respectively (Figure 2d). Furthermore, the highest APase activities were observed in nodules, especially with low P availability, where this activity was 2.3 and 3.7 fold higher than in leaves and roots, respectively (Figure 2d).

### 2.2. Amino-N Compounds in Nodules Produced in Low P and High P Conditions

The amino acid/amide composition in HP or LP treated nodules was analyzed to check for effects of P availability on N metabolism. A total of 25 amino-N compounds were detected, and P deficiency significantly affected the concentrations of many, as well as, their relative proportions in soybean nodules (Table 1). Under P deficient conditions, the concentration of total amino-N compounds increased by 35% compared to that under P sufficient conditions. Closer inspection of individual compounds revealed that the P deficiency led to increased concentrations of six amino-N compounds, namely asparagine, glutamine, arginine, histidine, phosphoethanolamine and isoleucine, with the largest increase of 8.2-fold observed for phosphoethanolamine (Table 1). On the other side, the concentration of four amino-N compounds decreased significantly with Pi starvation, including glutamic acid, aspartic acid, β-Alanine, and cysteine (Table 1). Despite these differences, asparagine remained the most prevalent amino-N compound in soybean nodules, as reflected by this compound comprising 69% and 79% of the total amino-N compounds in HP and LP treated nodules, respectively (Table 1).

### 2.3. Changes of Transcriptomes in Soybean Nodules Resulting from Pi Starvation

Transcriptome analysis of soybean nodules in response to Pi starvation was determined by RNA-seq analysis. 

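Nodules of soybean genotype YC03-3 formed with rhizobium strain USDA110 were compared between plants supplied with 500 μM KH2PO4 (HP) and with 25 μM KH2PO4 (LP). These concentrations are those of the paper, and the labels of the deposited samples state 500 and 25 as mM. Nodules over 3 mm were harvested on day 25, and each of the 3 HP and 3 LP libraries held nodules pooled from 2 plants. The deposited files give the FPKM (fragments scaled to the length of the gene model and to the total of assigned fragments) of every gene of the Wm82.a2.v1 assembly with a value above 0. The authors aligned the reads with HISAT2 2.1.0 on an index made with Bowtie2 2.2.3 and compared the treatments with DESeq2 1.6.3. Whole fragment numbers could be recovered for all 39712 genes listed in at least 1 library (relative tolerance 1e-06). They rest on the FPKM values and on counts that Table S2 of the paper gives for part of the genes. The totals behind the FPKM values were 18195734, 17930721 and 18688901 fragments in the HP libraries (median 18195734) and 17716117, 18793635 and 18909026 in the LP libraries (median 18793635). The mapped reads in Table S1 of the paper are another count, on which the FPKM values do not rest. Across genes, log2 values had Pearson correlations of 0.966 to 0.977 between libraries of the same treatment and of 0.911 to 0.936 between treatments.

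Differences between LP and HP were tested with limma on log2(FPKM + 0.1), two-sided, for the 31181 genes with at least 0.5 FPKM in 3 or more of the 6 libraries. A gene was counted as higher or lower at an adjusted p of 0.05 or less and at least a 2-fold difference, the thresholds of the paper. The added 0.1 lowers the fold changes of weakly expressed genes, and leaving out a library of a treatment takes genes found almost only in that treatment below the FPKM minimum. The deposited files hold no gene names. Names were taken from Tables 3 to 5 and the text of the paper and otherwise from the protein matches in Table S2, of which only a part, ordered by gene ID and ending within chromosome 18, was at hand. Table S2 lists genes the paper found to differ on these samples, so the direction of a family counted from it is not independent evidence, and its genes named in the Results were chosen after their values were seen. The lists of Tables 3 to 5 were chosen in the same way. Adjusting over such a list alone can therefore ease the threshold, and the calls it adds are no further support. Counting intervals and floors of 3 fragments given for genes near 0 cover counting error only.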

A total of six libraries were constructed. RNA-seq analysis produced about 47.6 and 48.1 million raw reads for nodules at HP and LP levels, respectively (Table S1). After excluding the low-quality readings, about 45.6 and 46.2 million clean reads were obtained for libraries of HP and LP nodules, respectively (Table S1). Among them, a total of 42.8 and 43.3 million clean reads perfectly mapped to soybean reference genes for each P treatments (Table S1). Finally, a total of 38,831 and 38,874 gene transcripts were found to be expressed in P-sufficient and P-deficient nodules, respectively (Table 2). 

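Fragments of a purple acid phosphatase 23-like gene (Glyma.13G060200), of a family that releases phosphate from organic compounds, were absent from the HP libraries and numbered 334 in the LP libraries, where its level was 3.50 ± 0.0904 FPKM (SD, n = 3). This is at least 110.1-fold higher, taking 3 fragments over the HP group as the floor. Glyma.13G036300, a PERK8 receptor-like kinase, was at least 277-fold higher at LP with 839 fragments against 0. The vacuolar amino acid transporter gene Glyma.11G063400 (YPQ2-like) was at least 75.2-fold higher with 228 fragments against 0. These 3 genes passed the test.

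Over all genes, at least 1 fragment was found for 38813 genes in HP nodules and for 38874 genes in LP nodules, and 37975 genes were found in both. Of the 838 genes found at HP only and the 899 found at LP only, 1184 lay under 0.1 FPKM in every library. Genes found in all 3 libraries of a treatment and in none of the other numbered 68 at HP and 87 at LP. With a mean of at least 1 FPKM as the criterion, the numbers were 28233 at HP and 27698 at LP.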

Differentially expressed genes (DEGs) were those with transcripts observed to have at least 2-fold changes in expression, as well as, *q* value ≤ 0.05. Using these criteria, a total of 2055 genes were considered to be differently expressed in soybean nodules between the two P treatments (Table 2). Among them, 1431 genes were up-regulated by P deficiency, while 624 genes were down-regulated (Table 2 and Table S2). 

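Among the 12 largest increases at LP of genes with a mean of at least 1 FPKM and no overlap between treatments, Glyma.06G120400, a PERK12 receptor-like kinase, rose from 0.0415 ± 0.0384 FPKM at HP to 52.1 ± 7.46 FPKM at LP (SD, n = 3 each), with a log2 fold change of 8.56 (standard error 0.23, adjusted p = 1.14e-06). Glyma.12G184400, an ABSCISIC ACID-INSENSITIVE 5-like protein of the bZIP class that acts in abscisic acid responses, rose from 0.170 ± 0.0418 FPKM at HP to 30.1 ± 5.03 FPKM at LP (SD, n = 3 each). Glyma.08G195100 and Glyma.08G195000, described by protein match as inorganic pyrophosphatase 2, rose to 559 ± 73.1 and 151 ± 34.8 FPKM at LP from 5.58 and 1.67 FPKM at HP. They lie 1874 bases apart and may share reads. The transporter gene Glyma.01G178800 (lysosomal amino acid transporter 1-like) rose by 6.57 on the log2 scale. Glyma.02G107900, a ribonuclease 1-like gene, had 1 fragment at HP and 584 at LP, a ratio of 578 (counting interval 103 to 22854). Of genes without a description at hand, Glyma.20G167500 rose from 0.0786 to 66.7 FPKM.

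Among the 12 largest decreases, the tonoplast aquaporin genes Glyma.13G333100 and Glyma.11G143100 (TIP1-3), which carry water across the vacuole membrane, fell by 2.81 and 2.76 on the log2 scale (standard errors 0.39 and 0.58). Glyma.13G333100 went from 18.0 ± 5.60 FPKM at HP to 2.67 ± 1.59 FPKM at LP (SD, n = 3 each). The peroxidase 10-like gene Glyma.07G209900 fell by 2.91 (standard error 0.58, adjusted p = 0.0114). Glyma.19G209600, which has no description at hand, fell by 3.22, from 3.57 ± 2.01 to 0.286 ± 0.176 FPKM.

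In total, 2411 of the 31181 genes tested passed both thresholds in limma, with 1041 higher and 1370 lower at LP. In 2403 of the 2411, all LP values lay on the same side of all HP values, which held for 44.5% of the genes tested and holds for 10% by chance. A further 5593 genes reached the adjusted p with less than a 2-fold difference. The median log2 fold change of the genes tested was -0.18, so a gene at the median of all genes lay 0.18 below 0 on this scale. When the FPKM values were rescaled by median-of-ratios factors, a shift of 0.176, 1378 genes were higher and 699 lower, which moved the share of higher genes from 43.2% to 66.3%. Quantile normalization, a shift of 0.128, gave 1298 higher and 806 lower (61.7% higher), and adding 1 in place of 0.1 gave 751 higher and 602 lower (55.5% higher).

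**Figure D1:**
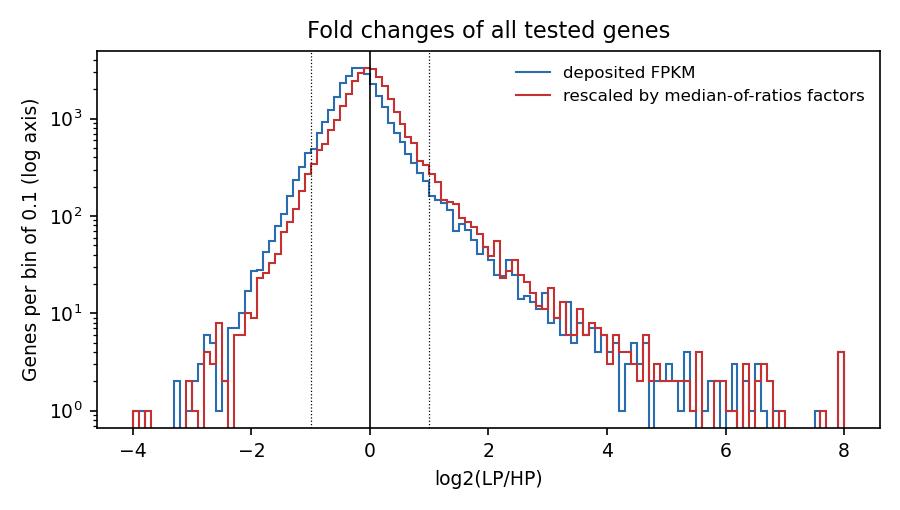
Number of tested genes per bin of 0.1 in log2(LP/HP), on a log axis, from the deposited FPKM values and after rescaling by median-of-ratios factors. Dotted lines mark 2-fold differences, and the rescaled curve lies to the right of the other by 0.176. Values beyond the axis are in the outermost bins.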

Gene ontology (GO) category analysis showed that the 2055 Pi-responsive genes could be divided among 22 biological processes, 14 cellular component, and 11 molecular function terms (Figure S1). Among these categories, cellular process, cell part, and binding function were the most prevalent among biological process, cellular component and molecular function terms, respectively (Figure S1).

### 2.4. Analysis of Pi-Responsive Genes Involved in Metabolome

MapMan analysis was further used to examine DEGs in soybean nodules. The expression ratios of LP/HP were utilized and graphical representations were obtained for visual analysis from MapMan (Figure 3). In total, the differentially expressed genes were predicted to participate in 22 metabolic processes (Figure 3). However, Pi-starvation responsive genes were mainly associated with lipid metabolism (55 genes), hormone metabolism (46 genes), cell wall (44 genes), and secondary metabolism (31 genes). 

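Genes of membrane lipid remodelling rose together at LP. All 7 tested genes of this group in the part of Table S2 at hand were higher in limma, 7 also when adjusted over the list alone. Both monogalactosyldiacylglycerol synthase 2 genes, which make galactolipids that can stand in for phospholipids, rose. Glyma.13G162600 went from 2.41 ± 0.475 FPKM at HP to 88.9 ± 6.14 FPKM at LP (SD, n = 3 each), with a log2 fold change of 5.16 (standard error 0.15, adjusted p = 1.14e-06), and Glyma.17G108700 from 7.00 ± 0.645 to 89.0 ± 9.10 FPKM. Glyma.09G263300 (digalactosyldiacylglycerol synthase 2) rose by 1.74 and Glyma.03G131100 (UDP-sulfoquinovose synthase, for sulfolipids) by 1.86 on the log2 scale. The phospholipid-cleaving genes Glyma.11G178400 and Glyma.18G064000 (non-specific phospholipase C1-like) rose by 2.04 and 1.75. Glyma.01G205900, a phospholipase A1-Ibeta2, rose by 2.52, and the acyl-CoA-binding protein gene Glyma.01G191900 by 3.04.

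The lists of GDSL lipases, pectinesterases and flavonoid enzymes were chosen after their values were seen. Of 14 GDSL esterase/lipase genes tested, 7 were higher, 4 were lower and 3 did not pass the test. Glyma.16G120300 rose by 2.16 and Glyma.13G232200 fell by 2.01 on the log2 scale (standard errors 0.43 and 0.17). Of 13 tested without an HP library, 2 were higher without HP replicate 1, 3 without HP replicate 2 and 4 without HP replicate 3. Of 12 tested without an LP library, 2 were higher without LP replicate 1 or LP replicate 3 and 7 without LP replicate 2. The 14 genes varied together within LP, with a median deviation from the mean of the treatment of 0.56 in LP replicate 1 and -0.47 in LP replicate 2 on the log2 scale. Genes of endodermis and suberin deviated in the same directions in these libraries. Among cell wall genes, 4 of 5 pectinesterases, which modify pectin, were lower and 1 was higher. Glyma.17G141700 (pectinesterase 68) fell from 4.72 ± 0.717 FPKM at HP to 1.02 ± 0.447 FPKM at LP (SD, n = 3 each). Without HP replicate 1, HP replicate 2 or HP replicate 3, 3 pectinesterases could be tested and 2 were lower. Without LP replicate 1, LP replicate 2 or LP replicate 3, 4 could be tested and all 4 were lower. Glyma.06G077700, a xyloglucan glycosyltransferase 5-like gene, rose by 2.25.

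In secondary metabolism, 3 of 6 tested genes of phenylpropanoid and flavonoid synthesis were higher and 3 were lower. The 4-coumarate--CoA ligase-like gene Glyma.10G197800 rose from 0.778 ± 0.0761 FPKM at HP to 22.0 ± 1.39 FPKM at LP (SD, n = 3 each). The flavanone 3-dioxygenase-like gene Glyma.06G137000 fell by 2.72 and Glyma.04G227900 of the same enzyme class fell by 1.44 on the log2 scale (adjusted p = 0.00110 and 3.83e-04 from limma). Without HP replicate 1, 1 of 5 genes tested was lower, and without HP replicate 3, 1 of 5 was higher.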

Of the remaining categories, 18, 17, 15, 13, 11, and 10 genes were respectively associated with minor CHO (carbohydrate) metabolism, nucleotide metabolism, major CHO metabolism, redox, photosynthesis process, and glycolysis (Figure S2). 

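Both sucrose synthesis genes and both starch synthase genes of the part of Table S2 at hand, chosen after their values were seen, were higher at LP. The sucrose-phosphatase gene Glyma.10G086600, whose enzyme completes sucrose synthesis by releasing phosphate, rose from 15.9 ± 1.39 FPKM at HP to 110.2 ± 9.38 FPKM at LP (SD, n = 3 each), with a log2 fold change of 2.79 (standard error 0.11, adjusted p = 6.82e-06). Glyma.06G323700, a sucrose-phosphate synthase 4-like gene, rose by 2.60 on the log2 scale. The granule-bound starch synthase gene Glyma.16G018500 rose from 42.7 ± 12.9 to 117 ± 14.0 FPKM, and a gene of the same description, Glyma.07G049900, rose by 1.48, a call lost without LP replicate 2 (adjusted p = 0.0616). All 3 inositol monophosphatase genes, a list also chosen after the values were seen, were higher, and Glyma.07G266200 rose from 1.51 ± 0.530 FPKM at HP to 79.7 ± 5.91 FPKM at LP (SD, n = 3 each).

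Of 9 tested genes of glycolysis and of the steps that bypass its phosphate-requiring reactions, 7 were higher, none was lower and 2 did not pass the test (7 higher when adjusted over the list alone). The phosphoenolpyruvate carboxylase genes Glyma.10G205500, Glyma.06G229900 and Glyma.06G277500 rose by 2.92, 2.54 and 1.99 on the log2 scale (standard errors 0.18, 0.15 and 0.13). The 6-phosphofructokinase gene Glyma.07G126400 rose from 43.3 ± 5.05 to 127 ± 3.53 FPKM. Glyma.02G202500, an NADP-dependent glyceraldehyde-3-phosphate dehydrogenase, which passes over a phosphorylating step, rose by 2.37. The cytosolic pyruvate kinase gene Glyma.13G149800 had a log2 fold change of 0.93, under 2-fold, which was 1.05 without HP replicate 3 and also reached 2-fold under both rescalings. In limma, 3 of 6 trehalose genes, likewise chosen later, were higher and 3 did not pass. The trehalose-phosphate synthase gene Glyma.13G092500 rose by 1.75 (standard error 0.33). Without HP replicate 1 or HP replicate 3, 1 of the 6 was higher, and without LP replicate 1, 1 of 5 tested.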

At the low end of representation, less than five genes were predicated to be involved in C1 (one carbon)-metabolism, TCA (Tricarboxylic Acid) transformation, gluconeogenesis/glyoxylate cycle, polyamine metabolism, mitochondrial electron transport/ATP synthesis, fermentation, tetrapyrrole synthesis, S-assimilation, N-metabolism, co-factor, and vitamin metabolism, and biodegradation of xenobiotics (Figure S2). Furthermore, 16 genes were identified to be involved in amino acid metabolism (Table S3). Among them, a total of nine genes were up-regulated by Pi starvation, including three *asparagine synthetases*, two *ornithine decarboxylases*, two *lysine decarboxylases*, one *glutamine synthetase*, and *glutamyl-tRNA (Gln) amidotransferase subunit C* (Table S3). However, a total of seven genes were down-regulated by Pi starvation, including two *histidine decarboxylases*, two *S-adenosylmethionine decarboxylases*, one *cysteine synthase*, *tyrosine aminotransferase*, and *lysine decarboxylase* (Table S3).

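Asparagine synthetases, which make asparagine from aspartate and glutamine, had high levels in both treatments. Glyma.11G170300 rose from 155 ± 26.6 FPKM at HP to 405 ± 11.7 FPKM at LP (SD, n = 3 each), with a log2 fold change of 1.40 (standard error 0.14, adjusted p = 5.00e-04). Glyma.11G171400 rose from 31.6 ± 5.18 to 68.4 ± 0.562 FPKM. The asparagine synthetase gene Glyma.18G061100 was at 237 ± 48.0 FPKM at HP and 437 ± 29.8 FPKM at LP (SD, n = 3 each). Its log2 fold change of 0.90 was under 2-fold in limma. It reached 2-fold after median-of-ratios rescaling and without HP replicate 2 (1.05). Cytosolic glutamine synthetase Glyma.09G173200, which fixes ammonium, rose from 39.8 ± 0.784 to 83.0 ± 1.29 FPKM (log2 fold change 1.06).

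Ornithine decarboxylase Glyma.06G020300, an enzyme of polyamine synthesis, rose by 1.55 on the log2 scale (standard error 0.14). A gene of the same description, Glyma.04G020200, rose by 2.09, a call lost without HP replicate 3 (adjusted p = 0.0608). Glyma.10G214200, subunit C of the glutamyl-tRNA(Gln) amidotransferase, rose from 16.1 ± 3.08 FPKM at HP to 45.9 ± 4.63 FPKM at LP (SD, n = 3 each). No gene of the part of Table S2 at hand is described as a lysine decarboxylase, so no value is given for that enzyme.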

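Glyma.15G050600, described by protein match as a histidine decarboxylase, fell from 22.1 ± 1.76 FPKM at HP to 9.12 ± 0.367 FPKM at LP (SD, n = 3 each). Its log2 fold change was -1.27 (standard error 0.10, adjusted p = 2.03e-04 from limma). The S-adenosylmethionine decarboxylase gene Glyma.08G255800, whose enzyme supplies aminopropyl groups for polyamines, fell by 1.40 on the log2 scale. Its paralog Glyma.07G254000 fell by 1.73, a call lost without LP replicate 1 (adjusted p = 0.0517). Tyrosine aminotransferase Glyma.06G235500 was at 3.06 ± 1.31 FPKM at HP and 0.976 ± 0.543 FPKM at LP (SD, n = 3 each), a log2 fold change of -1.60 that passed the test (adjusted p = 0.0290). It did not pass without HP replicate 1 (adjusted p = 0.0616), HP replicate 2 (0.0717), LP replicate 1 (0.0733) or LP replicate 2 (0.0762). Nor did it pass after median-of-ratios rescaling or with the replicate number as a block. Cysteine synthase has no description in the part of Table S2 at hand.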

### 2.5. Identification of Pi-Starvation Responsive Genes Controlling Nodule Pi Homeostasis

Since soybean nodules are a P sink, three gene families involved in Pi homeostasis were further analyzed among DEGs, including *PT* (*Phosphate Transporter*), *PAP* (*Purple Acid Phosphatase*) and *SPX* (proteins containing the *SYG1/PHO81/XPR1* domain). Out of 14 *GmPT* members, eight were significantly enhanced in nodules in response to P deficiency (Table 3). Among them, more than 16-fold increases were observed for transcripts of *GmPT5* and *GmPT6* in P-deficient nodules (Table 3). 

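Transcripts of high-affinity phosphate transporters, which import phosphate with protons, were higher at LP for all 7 GmPT genes of Table 3 that could be tested. The most abundant, GmPT7 (Glyma.10G186500), rose from 61.3 ± 7.11 FPKM at HP to 275 ± 30.8 FPKM at LP (SD, n = 3 each), with a log2 fold change of 2.16 (standard error 0.13). GmPT5 (Glyma.10G036800), on chromosome 10 from 3233051 to 3236286, rose from 8.08 ± 0.393 FPKM at HP to 128 ± 17.2 FPKM at LP (SD, n = 3 each), with a log2 fold change of 3.96 (standard error 0.12, adjusted p = 1.53e-06). GmPT6 (Glyma.10G186400) rose from 0.0989 ± 0.0681 to 3.37 ± 0.825 FPKM (log2 fold change 4.16, standard error 0.35), and GmPT4 (Glyma.10G006700) from 0.861 ± 0.278 to 17.6 ± 5.55 FPKM (log2 fold change 4.19, standard error 0.31). GmPT14, GmPT13 and GmPT2 rose by 3.72, 1.79 and 1.27 on the log2 scale. GmPT1 (Glyma.02G005800), with 4 fragments at HP and 34 at LP, lay below the FPKM minimum. With no minimum, its log2 fold change was 1.44 (adjusted p = 0.0552).

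The median log2 fold change of the 7 genes was 3.72, and 7 were also higher when adjusted over the list alone. As a set they were higher than other genes (camera, adjusted p = 5.03e-13 with a preset correlation of 0.01). The paper chose the list on these samples, so this is not independent evidence of its direction. GmPT6 and GmPT14 could not be tested without any of the LP libraries, which left 5 of 5 tested genes higher. GmPT6 and GmPT7 lie 6947 bases apart and GmPT13 and GmPT14 4967 bases apart, and each pair of paralogs may share reads.

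**Figure D2:**
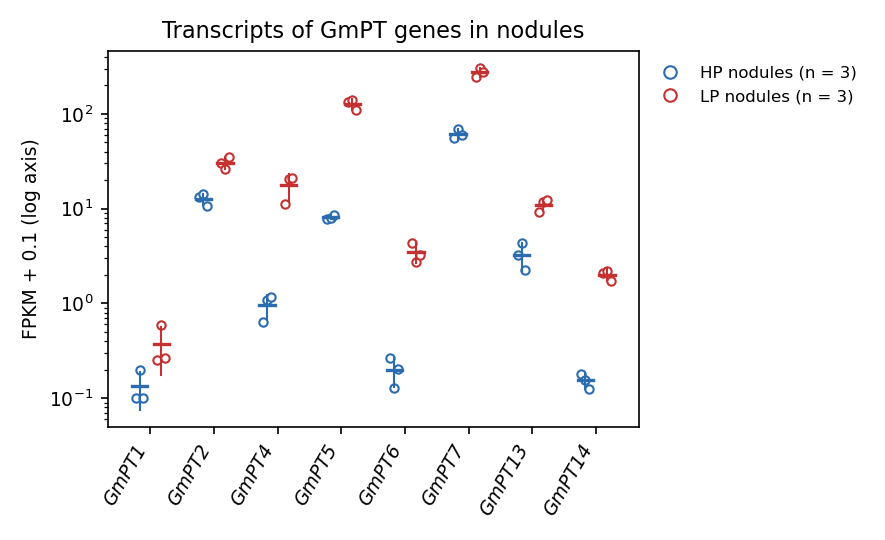
FPKM + 0.1 on a log axis of the GmPT genes of Table 3 in each of 3 HP and 3 LP libraries (open circles), with the mean (horizontal line) and SD (vertical line). All LP values lie above all HP values in the 7 genes tested.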

Phylogenetic analysis showed that GmPT proteins encoded by eight Pi-starvation responsive *GmPT* members were classified into two sub-groups (Figure S4). GmPT1/4/7/13 were classified into sub-group I, with MtPT1/2/3/5 and AtPht1;1/2/3. However, GmPT2/5/6/14 belonged to sub-group II with AtPht1;4/7 (Figure S4). 

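Genes of SPX-domain proteins, which sense the phosphate state of the cell and restrain PHR transcription factors, were higher at LP for all 7 members of Table 3 that could be tested. GmSPX1 (Glyma.01G135500), on chromosome 1 from 45776779 to 45781199, rose from 1.49 ± 0.159 FPKM at HP to 129.6 ± 8.61 FPKM at LP (SD, n = 3 each), with a log2 fold change of 6.35 (standard error 0.11, adjusted p = 2.23e-07). GmSPX8 (Glyma.17G114700), the most abundant at LP, rose from 19.8 ± 6.23 to 229 ± 17.5 FPKM (log2 fold change 3.57, standard error 0.21). GmSPX4, GmSPX3, GmSPX7 and GmSPX5 rose by 6.14, 4.69, 3.35 and 1.95 on the log2 scale. GmSPX9 (Glyma.20G129000) had 1 fragment at HP and 2845 at LP. This is a ratio of 2814 with a 95% counting interval of 505 to 111187, so its fold rests on 1 fragment. GmSPX2 (Glyma.04G067400) lay below the FPKM minimum with 4 fragments at HP and 70 at LP, and with no minimum it was higher (log2 fold change 2.61, adjusted p = 0.00679). Glyma.10G039700, which encodes a PHR1-like factor of the class that SPX proteins bind and was chosen after its values were seen, rose from 4.73 ± 0.969 to 11.7 ± 1.29 FPKM.

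The median log2 fold change of the 7 GmSPX genes was 4.69, with GmSPX9 above the median at any value in its interval, and 7 were higher when adjusted over the list alone. The set was higher than other genes in camera (adjusted p = 2.14e-16). The paper chose these genes on these samples, so the set is not independent evidence of its direction. Without any of the LP libraries, GmSPX4 and GmSPX9 were not tested and the other 5 were higher.

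**Figure D3:**
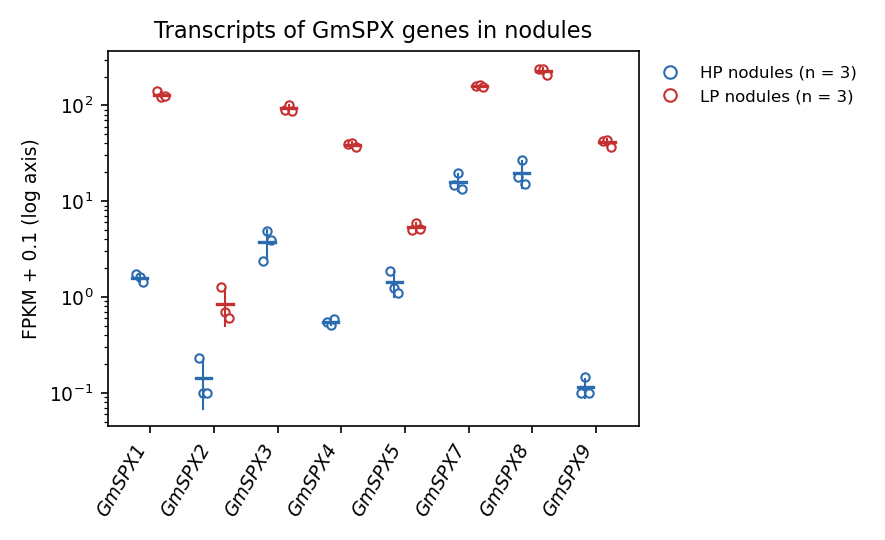
FPKM + 0.1 on a log axis of the GmSPX genes of Table 3 in each of 3 HP and 3 LP libraries (open circles), with the mean (horizontal line) and SD (vertical line). GmSPX9 at HP rests on 1 fragment.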

For *SPX* family, eight *GmSPX* members were significantly up-regulated in nodules by Pi starvation, especially *GmSPX9* with a 168-fold increase (Table 3). Phylogenetic analysis showed all proteins encoded by Pi-starvation responsive *GmSPXs* were classified into three sub-groups, including sub-group I, II, and V (Figure S5). GmSPX3/7/8 were classified into sub-group I, containing PvSPX1/2, and AtSPX1/2 (Figure S4). Sub-group II contained GmSPX2/4/5/9 and PvSPX3 (Figure S5). GmSPX1/10 belonged to sub-group V with AtSPX3 and OsSPX3/5/6 (Figure S5). For the *PAP* family, 16 members were significantly up-regulated, most of all, *GmPAP11* with a 41-fold increase in expression (Table 3). 

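Purple acid phosphatases, which free phosphate from organic phosphorus compounds, were higher at LP for all 15 GmPAP genes of Table 3 that could be tested. GmPAP11 (Glyma.06G028200), on chromosome 6 from 2196938 to 2202255, rose from 1.35 ± 0.106 FPKM at HP to 58.9 ± 4.10 FPKM at LP (SD, n = 3 each), with a log2 fold change of 5.34 (standard error 0.11, adjusted p = 2.23e-07). GmPAP13 (Glyma.08G056400) had the highest level at LP and rose from 32.4 ± 3.38 to 159.6 ± 5.26 FPKM. GmPAP31 (Glyma.19G026600) and GmPAP21 (Glyma.10G071000) rose by 5.00 and 4.68 on the log2 scale, and GmPAP20 (Glyma.09G229200) rose from 5.43 ± 0.210 to 66.6 ± 3.81 FPKM. The smallest of the 15 increases was that of GmPAP30 (Glyma.18G132500), with a log2 fold change of 1.18 (standard error 0.15, adjusted p = 0.00171). GmPAP32 (Glyma.19G193900) lay below the FPKM minimum with 6 fragments at HP and 57 at LP, and with no minimum it was higher (log2 fold change 1.99, adjusted p = 0.00931).

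The median log2 fold change of the 15 genes was 2.30, and 15 were higher when adjusted over the list alone. As a set they were higher than other genes (camera, adjusted p = 3.09e-25). The paper chose the list on these samples, so this is not independent evidence of its direction. The camera calls of the GmPT, GmSPX and GmPAP sets all held with an estimated correlation (adjusted p = 0.00586, 0.00634 and 0.00352). GmPAP9 and GmPAP10 lie 1946 bases apart and GmPAP15 and GmPAP16 565 bases apart, and each pair may share reads. From the higher transcripts of phosphate transporters and purple acid phosphatases, the paper reasons that nodules answer low P much as roots do. It states that this lets nodules keep their phosphate in balance (Table 3 and Figure 4). The paper also measured higher acid phosphatase activity in nodules at LP, and smaller falls of P there than in roots. As a contrast with roots, it cites earlier work in which GmSPX1, GmPAP11 and GmPAP30 did not respond there.

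**Figure D4:**
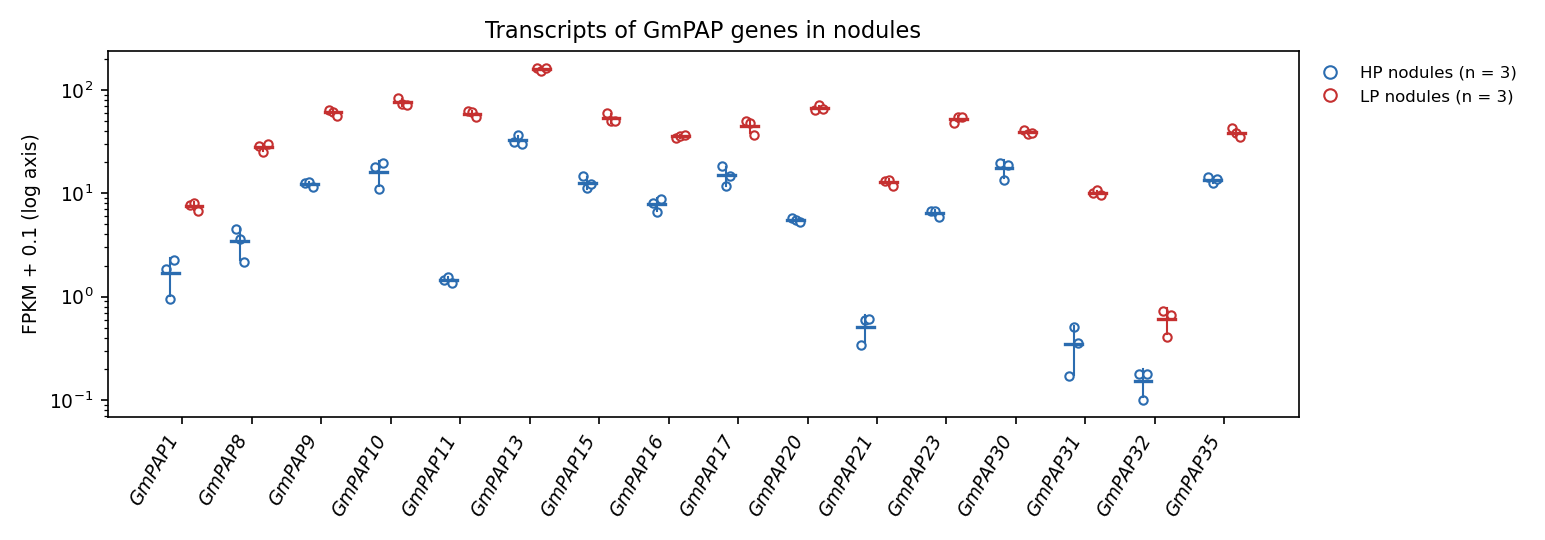
FPKM + 0.1 on a log axis of the GmPAP genes of Table 3 in each of 3 HP and 3 LP libraries (open circles), with the mean (horizontal line) and SD (vertical line). All LP values lie above all HP values in the 15 genes tested.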

Phylogenetic analysis showed that all identified GmPAPs were classified into four sub-groups (Figure S6). GmPAP11/20/23 were classified into sub-group I, with PvPAP2, SgPAP10, AtPAP10, AtPAP12, OsPAP10a, and OsPAP10c (Figure S6). GmPAP21/31/32 belonged to sub-group III together with OsPAP21b/23, AtPAP15/23 (Figure S6). GmPAP1/17/30/35, together with OsPAP9b, AtPAP2/9 belonged to sub-group IV (Figure S6). GmPAP8/9/10/13/15/16 belonged to sub-group V with PvPAP3, SgPAP7 and AtPAP17 (Figure S6).

### 2.6. Identification of Genes Functioning as Transporters

In addition to Pi high affinity transporters, a total of 16 other types of transporters were also identified as responsive to P deficiency in soybean nodules (Figure 4 and Table S4). Among them, genes encoding ABC transporters were the most abundant, and then the amino acid transporters, with 14 and eight of each type, respectively, identified as P responsive in soybean nodules (Figure 4). Of these, all of 14 ABC transporters were up-regulated, while seven amino acid transporters were up-regulated and one was down-regulated (Figure 4).

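ABC transporters move many compounds across membranes with ATP. Of 11 such genes in the part of Table S2 at hand, 7 could be tested, of which 6 were higher, none was lower and 1 did not pass the test (6 higher when adjusted over the list alone). The gene with the largest fold, Glyma.06G139500 of the B family (member 19), rose from 0.645 ± 0.147 FPKM at HP to 25.5 ± 7.18 FPKM at LP (SD, n = 3 each), with a log2 fold change of 5.08 (standard error 0.24, adjusted p = 1.59e-05). Glyma.13G118900 of the B family (member 21) rose from 2.42 ± 0.200 to 12.6 ± 1.86 FPKM, and Glyma.12G020400 of the G family (member 15) rose by 2.42 on the log2 scale. Glyma.03G175300 of the G family (member 20) had a log2 fold change of 0.87 (standard error 0.38) and passed only without LP replicate 2 (adjusted p = 0.0427). Glyma.07G231400 of the G family (member 23) was higher with an adjusted p of 0.0490, and did not pass without HP replicate 1 (0.0898), HP replicate 2 (0.0999) or HP replicate 3 (0.114). Nor did it pass with 1 added, with no minimum, without trend and robust, with array weights or by voom, which was chosen after the values were seen.

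Of 5 tested amino acid transporter genes, 3 were higher, 1 was lower and 1 did not pass (4 higher when adjusted over the list alone). Glyma.11G166900 (vacuolar amino acid transporter 1) rose from 0.440 ± 0.113 to 1.21 ± 0.243 FPKM (log2 fold change 1.28, standard error 0.28). The cationic amino acid transporter gene Glyma.05G066600 fell by 1.43 on the log2 scale. Amino acid permease 3 (Glyma.13G031600) was at 1.71 ± 0.514 FPKM at HP and 4.89 ± 2.50 FPKM at LP (SD, n = 3 each) and did not pass (log2 fold change 1.35, adjusted p = 0.0592 from limma). It was called higher under median-of-ratios rescaling, quantile normalization and array weights and without LP replicate 3 (adjusted p = 0.00656). Of 3 genes of this group tested without LP replicate 1 or LP replicate 2, 1 was higher, and 2 of 3 were higher without LP replicate 3. The gene that fell was not tested without HP replicate 1, HP replicate 2 or HP replicate 3. It was lower in every fit without an LP library.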

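Transcripts of nitrogen transporters moved in both directions. The nitrate transporter gene GmNRT2 (Glyma.13G323800) was at 0.908 ± 0.448 FPKM at HP and 0.0341 ± 0.0142 FPKM at LP (SD, n = 3 each), with 105 fragments at HP and 4 at LP. It lay below the FPKM minimum, and with no minimum it was lower (log2 fold change -2.79, standard error 0.41, adjusted p = 0.00391 from limma). Glyma.17G124900, which encodes a high-affinity nitrate transporter 3.1-like protein, a partner of NRT2 transporters, was at 32.6 ± 3.70 FPKM at HP and 60.6 ± 8.31 FPKM at LP (SD, n = 3 each). Its log2 fold change of 0.89 (standard error 0.13, adjusted p = 0.00339) was under 2-fold, and reached 2-fold under median-of-ratios rescaling and quantile normalization. The ammonium transporter gene Glyma.07G153800 (ammonium transporter 2-like) rose from 0.876 ± 0.141 to 3.54 ± 1.77 FPKM (log2 fold change 1.80, standard error 0.33).

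Of 6 nitrate and peptide transporter genes tested, 3 were higher, 2 were lower and 1 did not pass (3 and 2 when adjusted over the list alone). The peptide transporter genes Glyma.05G136300 and Glyma.08G148000 (PTR2-like) rose by 2.26 and 1.53 on the log2 scale. Glyma.15G236100, a peptide/nitrate transporter gene, fell from 6.02 ± 1.14 FPKM at HP to 1.70 ± 0.205 FPKM at LP (SD, n = 3 each). The nitrate transporter 1.5-like gene Glyma.09G237600 fell by 1.32, and did not pass without LP replicate 2 (adjusted p = 0.0723). It was not tested without HP replicate 1, HP replicate 2 or HP replicate 3, which left 1 gene lower.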

In regard to transport of other molecules containing nitrogen, two nitrate transporters, Glyma.13G323800 (i.e., GmNRT2) [68] and Glyma.17G124900, were significantly down- and up-regulated in response to P deficiency, respectively, while one ammonium transporter was up-regulated in nodules (Figure 4), which suggests that P deficiency significantly influences N acquisition and translocation in nodules (Figure 4). Moreover, P deficiency led to significant increases in the transcription of three sugar transporters, two glycerol-3-phosphate transporters, two ascorbate transporters, one nucleoside transporter, one nucleobase-ascorbate transporter, and one organic cation/carnitine transporter, while decreases in the transcription of two aluminum-activated malate transporters in soybean nodules (Figure 4).

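Glycerol-3-phosphate transporters, of a family that moves glycerol-3-phosphate and phosphate, and sugar transporters are lists chosen after their values were seen. Both glycerol-3-phosphate transporter genes of the part of Table S2 at hand rose at LP. Glyma.09G223700 went from 32.2 ± 2.92 FPKM at HP to 159 ± 15.4 FPKM at LP (SD, n = 3 each), with a log2 fold change of 2.30 (standard error 0.12, adjusted p = 2.33e-05 from limma), and Glyma.12G013200 from 17.5 ± 2.03 to 78.6 ± 7.56 FPKM. Of 4 sugar transporter genes, 3 were higher and 1 did not pass the test. The hexose transporter gene Glyma.05G228400 (sugar transport protein 14-like) rose by 1.81 and the vacuolar sugar transporter gene Glyma.15G211800 (SWEET2) by 1.34 on the log2 scale. A SWEET2-like paralog, Glyma.15G210400, had 1 fragment at HP and 60 at LP, a ratio of 59.3 (counting interval 10.3 to 2383). The organic cation/carnitine transporter gene Glyma.09G166400 rose from 7.75 ± 0.877 to 24.3 ± 7.43 FPKM.

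ALMT10 (Glyma.10G173400), of the aluminum-activated malate transporters that release malate, was lower, with 72 fragments at HP and 3 at LP. The HP level was higher by a ratio of 24.3 (counting interval 7.98 to 120.4), and the gene fell below the FPKM minimum when any HP library was left out. The ascorbate, nucleoside and nucleobase transporters have no description in the part of Table S2 at hand.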

In regard to transport of other mineral nutrients, down-regulation was observed for two sulfate transporters and one boron transporter (Figure 4). On the other hand, up-regulation was observed for four sulfate transporters, two iron transporters, a single boron transporter, potassium transporter, and NRAMP metal ion transporter (Figure 4). These results suggest that P deficiency significantly influences the acquisition or translocation of many nutrients and metabolites in nodules.

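Of 5 sulfate transporter genes of the part of Table S2 at hand, 3 could be tested, and they were higher at LP in limma (3 when adjusted over the list alone). Glyma.08G138600 (sulfate transporter 2.1-like), of a type that moves sulfate in the vasculature, rose from 1.48 ± 0.473 FPKM at HP to 14.1 ± 1.13 FPKM at LP (SD, n = 3 each), with a log2 fold change of 3.21 (standard error 0.20, adjusted p = 7.30e-05). Glyma.08G207100 and Glyma.15G014000 (sulfate transporter 3.4-like) rose by 2.69 and 1.97 on the log2 scale. Below the FPKM minimum, Glyma.13G360000 (3.4-like) had a log2 fold change of 1.77 and was higher with no minimum, and Glyma.03G156700 (3.1-like) had -1.56 and was lower (adjusted p = 0.0238 and 0.0251).

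The boron transporter 4-like genes moved apart. Glyma.15G011200 fell from 5.26 ± 1.00 FPKM at HP to 1.18 ± 0.506 FPKM at LP (SD, n = 3 each). Glyma.04G069500 rose from 17.2 ± 5.63 to 40.4 ± 10.4 FPKM, with an adjusted p of 0.0191 that was 0.0682 without LP replicate 2 and 0.0524 without LP replicate 3. Without HP replicate 3 its log2 fold change was 0.99, under 2-fold, and it was not called with the replicate number as a block. The potassium channel gene Glyma.14G212500 (SKOR-like), which loads potassium into the xylem, rose by 2.82 and the potassium transporter gene Glyma.09G052700 by 1.28 on the log2 scale. The vacuolar iron transporter gene Glyma.16G168200 rose from 5.08 ± 2.35 to 14.2 ± 3.06 FPKM, a call lost without LP replicate 1 (adjusted p = 0.0608) or LP replicate 2 (0.0807). Glyma.07G023600 (Nramp1-like), of a family that moves divalent metals, was at 2.22 ± 0.148 FPKM at HP and 4.54 ± 0.451 FPKM at LP (SD, n = 3 each). Its log2 fold change was just under 2-fold (adjusted p = 0.00297), and it was higher under median-of-ratios rescaling and quantile normalization. Without HP replicate 1, HP replicate 2 or LP replicate 2 it was 1.02, 1.03 and 1.08.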

### 2.7. Genes Involved in Hormonal Signaling Pathways

A total of 38 genes involved in hormonal signaling were differentially expressed in response to Pi starvation, which affected four types of hormone signaling pathways. These DEGs included 11 genes involved in auxin signaling, two in cytokinin (CK) signaling, 22 in ethylene signaling, and three in gibberellin (GA) signaling (Table 4). Furthermore, nine out of 11 auxin signaling DEGs, one out of two CK signaling DEGs, 19 out of 22 ethylene signaling DEGs, and all of the GA signaling DEGs were up-regulated by Pi starvation in nodules (Table 4). These results suggest that P deficiency affects growth and development in nodules partially through hormone signaling networks.

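Of 9 auxin genes of Table 4 that could be tested, 7 were higher, 1 was lower and 1 did not pass the test (7 and 1 when adjusted over the list alone). Without LP replicate 1 or LP replicate 3, 4 of 6 genes tested were higher. The AUX/IAA genes, encoding repressors of auxin responses, included Glyma.04G025300, which rose from 6.69 ± 0.318 FPKM at HP to 23.6 ± 2.77 FPKM at LP (SD, n = 3 each), with a log2 fold change of 1.79 (standard error 0.12, adjusted p = 7.76e-05). Glyma.02G142400, Glyma.02G142500 and Glyma.05G196300 rose by 2.92, 2.33 and 1.56 on the log2 scale. The SAUR gene Glyma.10G056200 fell from 27.5 ± 4.72 FPKM at HP to 10.4 ± 4.27 FPKM at LP (SD, n = 3 each), and did not pass without HP replicate 2 (adjusted p = 0.0541) or HP replicate 3 (0.0549). Fragments of the auxin response factor gene Glyma.19G206100 were absent at HP and numbered 44 at LP, at least 14.5-fold higher, and it lay below the FPKM minimum.

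Of 21 ethylene genes tested, 14 were higher, 3 were lower and 4 did not pass (16 and 3 when adjusted over the list alone). The number higher was 8 of 20 tested without HP replicate 3. Of 16 tested without an LP library, it was 6 without LP replicate 1, 5 without LP replicate 2 and 9 without LP replicate 3. The EIN3-like gene Glyma.14G041500, encoding a central factor of ethylene signaling, rose from 56.2 ± 8.38 FPKM at HP to 127 ± 10.3 FPKM at LP (SD, n = 3 each). The ERF genes Glyma.15G180000, Glyma.07G212400, Glyma.09G072000 and Glyma.20G070100 rose by 3.10, 2.90, 2.55 and 2.19 on the log2 scale, and Glyma.20G172800 and Glyma.18G281400 fell by 1.82 and 1.67. ERF1 (Glyma.01G206600) rose from 3.65 ± 2.67 to 12.7 ± 5.29 FPKM (adjusted p = 0.0414), a call lost without HP replicate 2 (0.0910), HP replicate 3 (0.0682), LP replicate 1 (0.106) or LP replicate 2 (0.111). The ERF1 call was also lost without trend and robust and with array weights. By qRT-PCR the paper reports ERF1 as significantly higher at LP, relative to TefS1, a reference gene that was itself lower at LP here. The 21 ethylene genes also varied together within a treatment, with a median deviation from the mean of the treatment of 0.36 in HP replicate 1, -0.51 in HP replicate 3, 0.31 in LP replicate 1 and -0.34 in LP replicate 3 on the log2 scale. The cytokinin hydroxylase gene Glyma.20G159600 rose by 2.31 and the cytokinin dehydrogenase gene Glyma.04G055600, whose enzyme breaks cytokinin down, fell by 1.61. The first was not called without HP replicate 2 (adjusted p = 0.0613) or HP replicate 3 (0.0517), nor the second without HP replicate 2 (0.0512) or LP replicate 2 (0.0570). Of 3 gibberellin genes tested, 2 were higher and 1 did not pass (2 higher when adjusted over the list alone). Glyma.13G285400 rose from 10.3 ± 4.44 to 27.8 ± 2.23 FPKM. Glyma.12G137700 rose by 1.56 on the log2 scale (adjusted p = 0.0461), a call lost without HP replicate 2 (0.111), HP replicate 3 (0.119), LP replicate 2 (0.132) or LP replicate 3 (0.121). This call was also lost with 1 added, with no minimum, without trend and robust, with array weights and with the replicate number as a block. Voom, which was chosen after the values were seen, did not call it either. Glyma.19G013000 did not pass (adjusted p = 0.184) and was called higher without LP replicate 2 (0.0261).

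Over Table 4, 24 of 35 genes tested were higher and 5 lower in limma. The auxin set was higher than other genes in camera (adjusted p = 6.67e-09, and 0.00668 with an estimated correlation). The ethylene set had an adjusted p = 3.83e-10 there, and its call was lost with adjusted p = 0.0912 with an estimated correlation. The paper chose these genes on these samples, so the sets are not independent evidence of direction. The 29 genes called in the direction of the paper became 20 without HP replicate 2, 19 without HP replicate 3, 17 without LP replicate 1, 15 without LP replicate 2 and 18 without LP replicate 3, 17 when 1 was added in place of 0.1, and 18 with a minimum of 1 FPKM.

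**Figure D5:**
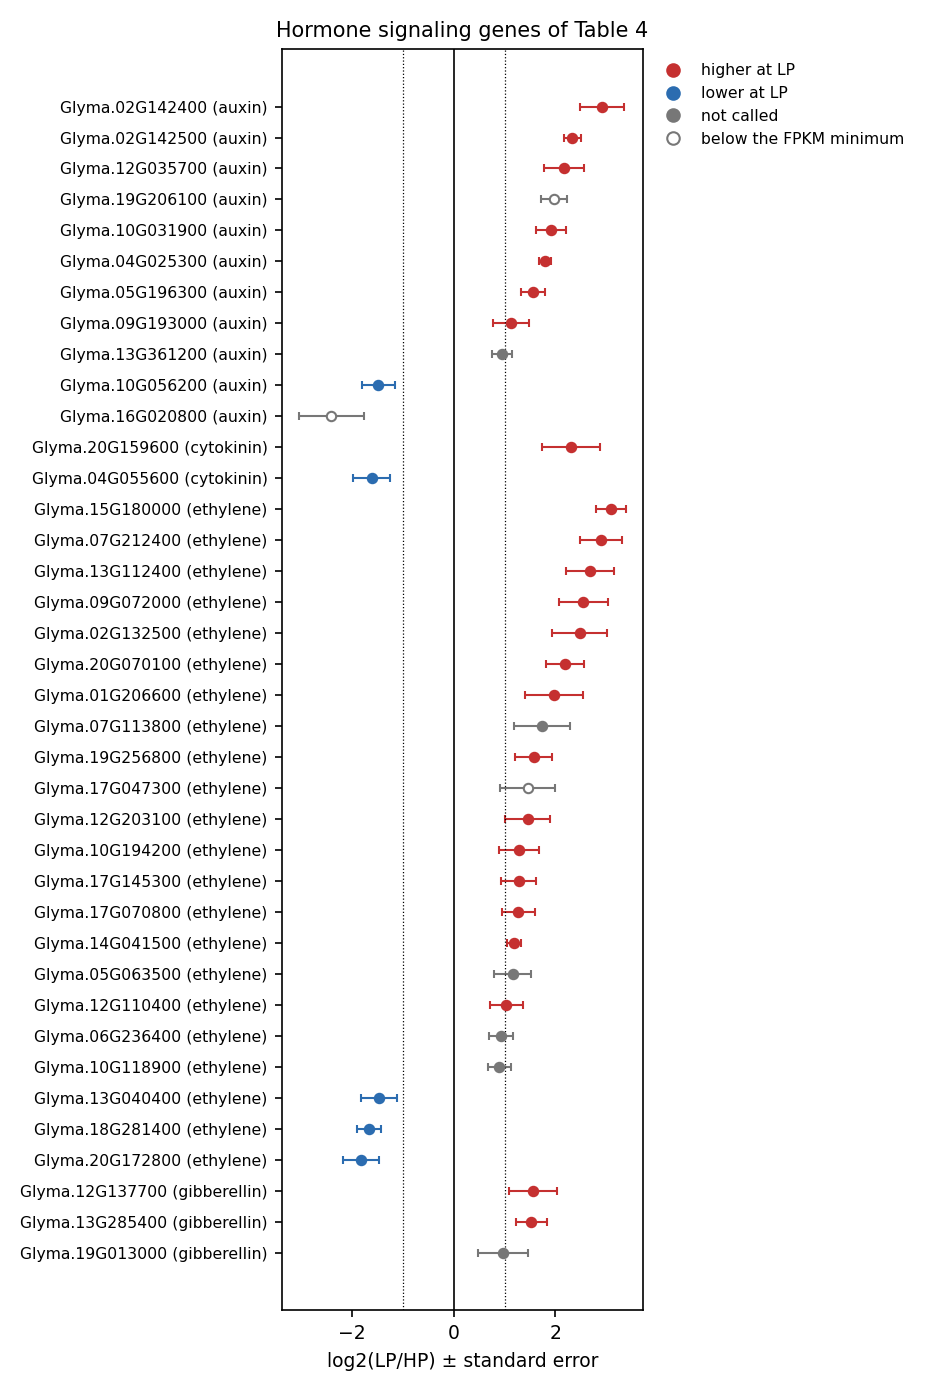
log2(LP/HP) with its standard error for the 38 genes of Table 4, by hormone. Dotted lines mark 2-fold differences, filled points are genes tested, and open points are genes below the FPKM minimum. In the auxin group 7 and in the ethylene group 14 genes are higher at LP.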

### 2.8. Ca^2+^ Signaling Related Genes in Soybean Nodules Regulated by P Deficiency

A total of 24 Ca^2+^ signaling related DEGs were identified in P-deficient soybean nodules, including two coding calmodulin-like proteins, three genes for annexins, two for calcium ATPases, four for calcium-dependent protein kinase, 12 for calcium-binding proteins, and one calmodulin-binding transcription activator (Table 5). Among these 24 Ca^2+^ signaling related DEGs, 19 were up-regulated and five were down-regulated, including one annexin gene, three genes coding for calcium-binding proteins, and one gene encoding a calcium-dependent protein kinase (Table 5).

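All 25 genes listed in Table 5 could be tested, and 15 were higher, 4 were lower and 6 did not pass in limma (18 and 4 when adjusted over the list alone). Names given here are the protein matches of Table S2 at the same gene IDs. The plasma membrane calcium-transporting ATPase gene Glyma.11G048300, whose product pumps calcium out of the cell, rose from 31.0 ± 7.92 FPKM at HP to 77.8 ± 11.4 FPKM at LP (SD, n = 3 each), with a log2 fold change of 1.35 (standard error 0.20, adjusted p = 0.00331). The calcium-dependent protein kinase gene Glyma.11G077300 (calcium-dependent protein kinase 28-like) rose from 11.7 ± 1.68 to 31.7 ± 6.89 FPKM. Glyma.05G178200, a calmodulin-binding transcription activator, rose by 1.63 and Glyma.05G248000, annexin D5, by 1.89 on the log2 scale. The calmodulin-like gene Glyma.17G128900 (CML19-like) rose by 2.46 and Glyma.11G157100 (CML19) by 1.56. Among the 4 that fell, Glyma.05G085200 (calmodulin-like protein 1-like) went from 3.47 ± 0.606 FPKM at HP to 1.39 ± 0.438 FPKM at LP (SD, n = 3 each) and Glyma.14G222000 (calcium-dependent protein kinase 29-like) fell by 1.27.

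Within treatments, the genes of Table 5 had a median deviation of -0.29 in HP replicate 3 and 0.25 in LP replicate 2 on the log2 scale. The set was higher than other genes in camera (adjusted p = 2.69e-11), a call lost with adjusted p = 0.0518 with an estimated correlation. The paper chose the list on these samples, so it is not independent evidence of its direction. In the direction Table 5 prints at each ID, 13 genes were called. Of 23 entries that could be checked, none had the Table S2 value of its own ID and 19 had that of another ID of the table. The count of 13 is therefore no measure of agreement with the paper. The count of 15 higher became 10 without HP replicate 1, without LP replicate 1 or without LP replicate 2, and the 4 lower became 2 without HP replicate 1, HP replicate 2, LP replicate 2 or LP replicate 3.

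**Figure D6:**
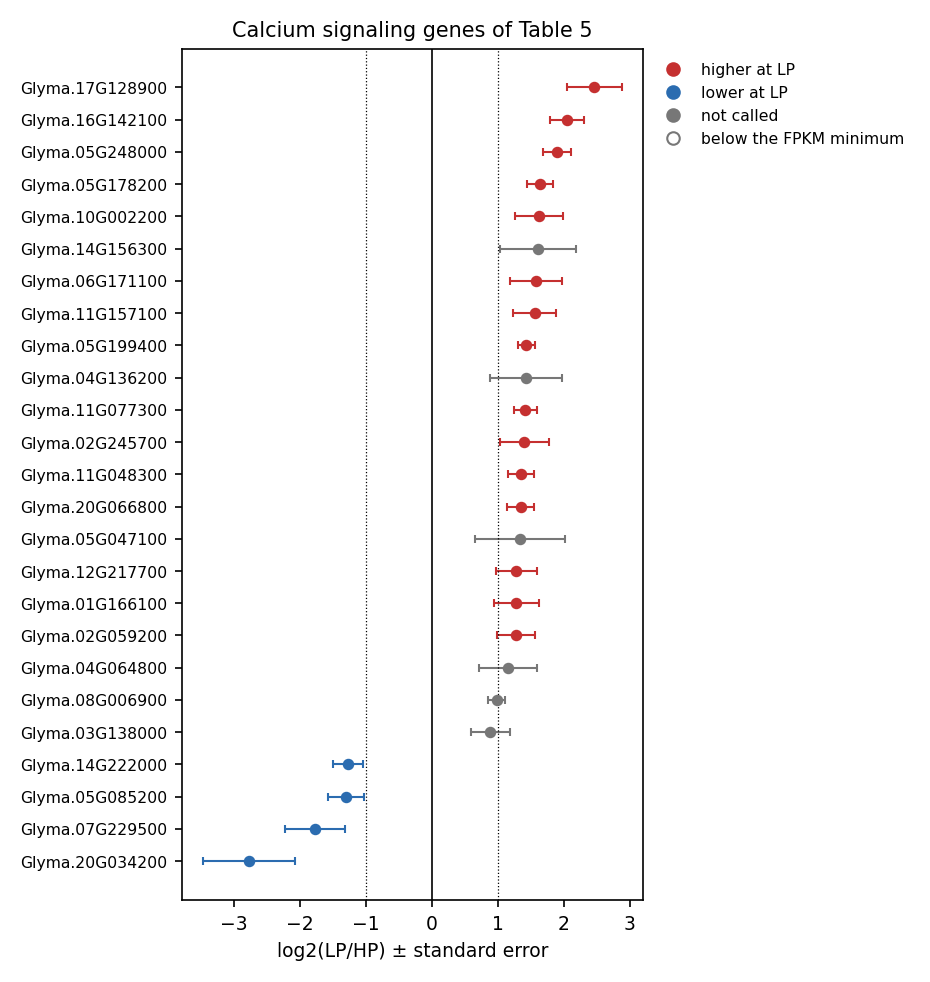
log2(LP/HP) with its standard error for the 25 genes of Table 5. Dotted lines mark 2-fold differences, with 15 genes higher, 4 lower and 6 not passing the test.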

### 2.9. Transcription Factors in Soybean Nodules Regulated by P Deficiency

A total of 71 putative transcription factor genes responded significantly to P deficiency in soybean nodules (Figure 5). Among them, genes related to WRKY transcription factors were the most abundant, with 15 being up-regulated and two down-regulated (Figure 5). 

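WRKY factors, many of which act in defense and senescence, are reported from the part of Table S2 at hand. Of 11 WRKY genes, 3 were higher, 1 was lower and 7 did not pass (6 higher and 1 lower when adjusted over the list alone). The paper reports WRKY46 (Glyma.16G026400) as significantly higher at LP also by qRT-PCR, relative to TefS1, which was itself lower at LP here. In limma, WRKY46 rose from 6.21 ± 1.92 FPKM at HP to 15.8 ± 7.73 FPKM at LP (SD, n = 3 each), with a log2 fold change of 1.27 (standard error 0.37, adjusted p = 0.0431). It was not called without HP replicate 1 (adjusted p = 0.121), HP replicate 2 (0.0544), HP replicate 3 (0.0861), LP replicate 1 (0.0850) or LP replicate 2 (0.0975). Glyma.05G215900 (WRKY53-like) rose by 1.68 and Glyma.07G023300 (WRKY40-like) by 1.97 on the log2 scale. Neither was called without LP replicate 1 (adjusted p = 0.0519 and 0.0734) or LP replicate 2 (0.0711 and 0.0743), nor the second without LP replicate 3 (0.0667). WRKY70-like Glyma.09G274000 fell from 29.1 ± 8.42 FPKM at HP to 11.1 ± 3.46 FPKM at LP (SD, n = 3 each), also in every fit that left out 1 library. The 7 that did not pass had log2 fold changes from 0.91 (Glyma.07G238000, WRKY48-like) to 1.42 (Glyma.07G057400, WRKY55).

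The WRKY genes varied together within a treatment, with a median deviation of 0.41 in HP replicate 2, -0.31 in HP replicate 3 and -0.39 in LP replicate 3 on the log2 scale. The number higher was 2 without HP replicate 1 or HP replicate 3, 5 without HP replicate 2, 0 without LP replicate 1, 1 without LP replicate 2 and 7 without LP replicate 3. Median-of-ratios rescaling and quantile normalization each gave 6 higher and 1 lower.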

The remaining transcription factor DEGS were observed as follows. 

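Zinc finger, MYB, bHLH, bZIP and GRAS factors are reported from the part of Table S2 at hand. Of 10 C2H2 zinc finger genes tested, 8 were higher at LP and 2 did not pass (8 higher when adjusted over the list alone). Glyma.06G045400 (ZAT10, a stress-induced repressor) rose from 5.54 ± 2.34 FPKM at HP to 29.4 ± 12.3 FPKM at LP (SD, n = 3 each), with a log2 fold change of 2.39 (standard error 0.42, adjusted p = 0.00792), and Glyma.12G207200 (MAGPIE-like) rose by 1.90. Of 15 MYB genes tested, 7 were higher, 1 was lower and 7 did not pass (12 and 1 when adjusted over the list alone). MYB1R1 (Glyma.06G051900) rose by 2.26 and MYB81 (Glyma.14G086500) from 6.72 ± 2.35 to 21.7 ± 2.17 FPKM. Glyma.04G080600 (MYB 3R-1-like), of a class that drives genes of mitosis, fell by 1.28 on the log2 scale.

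Of 7 bHLH genes tested, 4 were higher and 3 lower (4 and 3 when adjusted over the list alone). bHLH25-like Glyma.11G043700 rose from 0.428 ± 0.237 to 1.94 ± 0.482 FPKM, while bHLH51 (Glyma.11G231300) fell by 1.50 on the log2 scale. Both genes described with the word bZIP were higher, a count without the ABSCISIC ACID-INSENSITIVE 5-like gene of the same class, and bZIP46 (Glyma.04G022100) rose from 2.43 ± 0.829 to 6.32 ± 0.835 FPKM. Of the GRAS genes, the scarecrow-like genes Glyma.17G131200 and Glyma.05G049300 fell by 1.60 and 1.50 (standard errors 0.29 and 0.27). Glyma.13G081700, like the nodulation-signaling pathway 2 protein that acts in nodule formation, rose by 1.30 on the log2 scale, and did not pass without HP replicate 3 (adjusted p = 0.0566). The number of C2H2 genes called higher by limma was 3 of 9 tested without LP replicate 1 or LP replicate 2. That of MYB genes was 3 of 14 tested without LP replicate 1. Without LP replicate 1, LP replicate 2 or LP replicate 3, 2 of 6 tested bHLH genes and 1 of 2 bZIP genes were higher. Without HP replicate 1 or HP replicate 3, 1 of 2 bZIP genes was higher. Within treatments, the median deviation of the C2H2 genes was 0.52 in HP replicate 2 and -0.49 in HP replicate 3, that of the MYB genes -0.41 in HP replicate 3 and 0.31 in LP replicate 1, and that of the bHLH genes -0.52 in HP replicate 3.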

Thirteen *C2H2* family DEGs were up-regulated, but one was down-regulated, 11 *MYB* family DEGs were up-regulated and one down-regulated, five *bHLH* family DEGs were up-regulated and four down-regulated, four *bZIP* family DEGs were up-regulated and one down-regulated, and three *GRAS* family DEGs were up-regulated and two down-regulated (Figure 5). 

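NAC and RING finger genes were grouped by the words of their descriptions in the part of Table S2 at hand. These groups need not match the NAC and C3HC4 families that the paper counted, and not every RING finger gene need be of the C3HC4 type. Of 13 NAC genes tested, 9 were higher, 1 was lower and 3 did not pass in limma (11 and 1 when adjusted over the list alone). Glyma.06G248900 rose from 6.92 ± 2.10 FPKM at HP to 71.4 ± 23.6 FPKM at LP (SD, n = 3 each), with a log2 fold change of 3.34 (standard error 0.31, adjusted p = 5.76e-04). NAC29 (Glyma.16G043200), of a class linked to senescence, rose from 9.33 ± 3.06 to 50.1 ± 11.7 FPKM. The gene that fell, Glyma.03G197900 (NAC90-like), had a log2 fold change of -1.54 (adjusted p = 0.0188). It was not called without HP replicate 1 (0.0698), HP replicate 3 (0.0525) or LP replicate 1 (0.0518). Of 11 RING finger genes, which include ubiquitin ligases of the C3HC4 type and were chosen after their values were seen, 7 were higher, 2 were lower and 2 did not pass. Glyma.11G156300 (RING finger protein 44) rose by 1.71, and Glyma.13G170300 (ATL48-like) fell by 1.93 on the log2 scale.

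The NAC genes had a median deviation of -0.49 in HP replicate 3 and -0.38 in LP replicate 3 from the means of their treatments. The number of NAC genes higher was 5 of 11 tested without LP replicate 2. That of RING finger genes was 3 of 11 without HP replicate 3 or LP replicate 2.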

Interestingly, five *NAC* members, four *C3HC4* members, three *PLATZ* members, and two *MADS* members identified in nodules were up regulated by P deficiency (Figure 5).

### 2.10. Analysis of Gene Transcripts Using qRT-PCR

To confirm results from the RNA-seq analysis, qRT-PCR analysis was further conducted with 10 up-regulated DEGs in nodules at two P levels. All of these genes were significantly up-regulated by Pi starvation in soybean nodules as determined by qRT-PCR procedures, which strongly supports the reliability of the RNA-seq results (Figure 6 and Figure S3). Among the transcripts subjected to qRT-PCR analysis, respective increases of over 7-fold and 3-fold were observed for two Pi transporters genes, *GmPT5* and *GmPT7* (Figure 6). One SPX gene (*GmSPX5*), two purple acid phosphatase genes (*GmPAP8* and *GmPAP21*) exhibited 4-, 11-, and 17-fold increases, respectively, in LP plants relative to those in the HP treatment (Figure 6). In qRT-PCR analysis of the tested transcription factor DEGs, *bZIP* (Glyma.04G022100) was up-regulated more than 2-fold, *bHLH* (Glyma.11G043700) was up-regulated more than 2.8-fold, and the tested *WRKY* (Glyma.16G026400) was up-regulated about 3.3-fold in nodules subjected to P deficiency (Figure 6). Finally, the hormonal signaling ethylene response factors, *ERF1* (Glyma.01G206600) and *ERF2* (Glyma.04G022100) were up regulated by 2.5- and 2.3-fold, respectively (Figure 6).

## 3. Discussion

Leguminous plants form nodules through symbiotic interactions with rhizobium species. These organs are the sites of SNF, which provide nitrogen for host plants. However, it is well documented that P deficiency significantly influences nodule growth and development in legume plants, such as in soybean, common bean, *Medicago truncatula*, and chickpea [61,62,64,65,66]. Consistently, in this study, P deficiency also led to significant inhibition of nodule growth and development, as reflected by decreases in nitrogenase activity, nodule fresh weight and nodule size with Pi starvation (Figure 1). However, relative to effects on leaves and roots, decreases of total P content, soluble Pi concentration, and total P concentration in nodules were less affected by Pi starvation (Figure 1), strongly suggesting that nodules are P sinks with a high capability of maintaining Pi homeostasis to reduce adverse effects of P deficiency on nodule growth and development [60,62,65,66].

With the aid of genome-wide analysis of gene expression through microarray or RNA-seq approaches, a group of Pi starvation responsive genes have been identified in plant leaves and roots, which has facilitated the elucidation of adaptive strategies employed by plants to minimize the detrimental effects of P deficiency through functional characterization of these DEGs [11,69,70,71,72,73]. Recently, with the aid of RNA-seq approaches, genome wide analysis of Pi starvation responsive genes in legume nodules has been studied, with the host plants being common bean, *Medicago truncatula* and *chickpea* [64,65,66]. Common responses of legume nodules to Pi starvation could be demonstrated by identifying a set of DEGs with high homology among three legume species, such as *WRKY*, *MYB* and *NAC* [64,65,66]. However, it seems that more complex responses of soybean nodules to Pi starvation were elucidated as reflected by identification of 2055 Pi-starvation responsive genes, which was more than 495 in bean, 1140 in *Medicago truncatula* and 540 in chickpea [64,65,66]. For example, 8 *GmPT* members and *GmSPX* members were found to be responsive to Pi starvation in soybean nodules, but only 1 *SPX* member in *Medicago truncatula*, 1 *PT* member and *SPX* member in chickpea have been identified [64,65,66]. Furthermore, it seems that a set of genes preferring to increase transcripts in soybean nodules at low P levels were identified in the current study, such as *GmPT5*, *GmSPX1*, and *GmPAP11/30*. For example, among eight Pi-starvation up-regulated *GmSPX* members in soybean nodules, *GmSPX1* has been documented to exhibit no response to Pi starvation in soybean roots [74]. Meanwhile, transcription of *GmPAP11/30* was found to have no response to Pi starvation in soybean roots [27], suggesting complex responses of soybean nodules to Pi starvation.

Enhanced Pi mobilization and acquisition through increased exudation of organic acids and purple acid phosphatase, along with up-regulation of Pi transporters are well-documented strategies employed by plant roots in response to P deficiency [75,76,77,78,79,80,81]. Nodules exhibit similar responses to roots in response to P deprivation, with up-regulation of genes related to Pi mobilization and acquisition, such as Pi transporters, and purple acid phosphatases, which allows for the maintenance of Pi homeostasis in nodules (Table 3 and Figure 4). In this study, eight out of 14 *GmPT* members were significantly enhanced in nodules as a result of P deficiency (Table 3). Among them, Pi starvation up-regulated *GmPT5* might mediate Pi homeostasis in soybean nodules through control of Pi translocation from roots to nodules [35]. In the present study, other three *GmPT* members (i.e., *GmPT2*/*6*/*14*) were found to be up-regulated by Pi starvation, strongly suggesting other *GmPT* members could mediate Pi acquisition and translocation in soybean nodules at low P level except to *GmPT5* [62], which merits further analysis.

Accompanying increases in the abundance of nine *GmPT* transcripts, 16 *PAP* transcripts were also observed as differentially expressed in nodules subjected to Pi starvation, which is consistent with observations of significantly increased APase activity in P deprived nodules (Table 3 and Figure 2). Increased *PAP* transcription and APase activity are well known to play vital roles in the regulation of internal P metabolism and extracellular organic P mobilization in plants [82,83]. Although functions of several *GmPAP* have been documented, including the involvement of *GmPhy* and *GmPAP4* in phytate-P mobilization, and the participation of *GmPAP3* in ROS metabolism in plants under salt stress, functions of most Pi starvation up-regulated *GmPAPs*, except *GmPAP21*, remain largely unknown [84,85,86,87]. *GmPAP21* overexpression leads to nodule growth inhibition in soybean, suggesting that it participates in internal P metabolism within soybean nodules [87]. Furthermore, it was observed that organic-P utilization was enhanced in rhizobia inoculated in soybean, it is reasonable to hypothesize that Pi starvation responsive *GmPAPs* might also be involved in extracellular organic-P utilization in soybean [18]. Among Pi starvation up-regulated *GmPAPs*, GmPAP11/20/23 exhibited high homology with SgPAP10 in stylo functions as mediating extracellular organic-P utilization [81], suggesting that *GmPAP11*/20/23 might contribute to extracellular organic-P utilization in soybean nodules.

In addition to *GmPT* and *GmPAP*, two *GmSPX* genes, *GmSPX1* and *GmSPX3,* are also potentially vital regulators of Pi signaling pathways in soybean [74,88]. Interestingly, *GmSPX1* and *GmSPX3*, together with six other *GmSPX* members were found to be significantly up-regulated in soybean nodules upon Pi starvation (Table 3). This indicates that *GmSPX* members are good candidates for genes involved in maintaining Pi homeostasis in soybean nodules.

In addition to differential expression associated with Pi acquisition and mobilization, many Pi-starvation responsive DEGs in soybean nodules were associated with nitrate/nitrite absorption and assimilation (Figure S2). Similarly, Pi starvation can lead to significant increases in the concentrations of total amino acids and asparagine in common bean and chickpea [64,89]. Furthermore, consistent with increased asparagine accumulation, three *asparagine synthetase* genes were found to be up-regulated by Pi starvation in soybean nodules (Table 1 and Table S3), strongly suggesting that Pi starvation significantly influences amino acid accumulations in nodules. Increased asparagine accumulation is known to inhibit the capacity for SNF in nodules, suggesting that asparagine plays a role in N feedback regulation of SNF [90,91,92]. Plus, nitrogenase activity has been severely curtailed through phloem-feeding of asparagine, which further implicates asparagine as a phloem-mobile shoot-born factor that functions in systemic feedback regulation of SNF [91]. However, these previous investigations did not include experiments of P effects. Therefore, further investigation of regulatory mechanisms underlying amino acid synthesis and transport involving nodules in responses to Pi starvation remains as a relevant subject for future researchers.

In this study, 38 plant hormone-related genes were identified as DEGs in response to P deprivation (Table 4). This indicates that a variety of signaling pathways within nodules participate in responses to Pi starvation. For example, two genes (Glyma.10G056200 and Glyma.16G020800) coding auxin-responsive proteins were down-regulated, while one auxin responsive factor (Glyma.19G206100) and 5 AUX/IAA family members were up-regulated by Pi starvation in soybean nodules (Table 4). This suggests that auxin is involved in nodule adaptation to Pi starvation. However, specific roles for auxin signaling in adaptive strategies of nodules to Pi starvation remain unknown. Although miR160 can negatively regulate *AUXIN RESPONSE FACTOR10* (*ARF10*), and, thus, increase auxin sensitivity and inhibit soybean nodule development [93], none of these genes were found to be significantly regulated by Pi starvation in the present study (Table 4). Therefore, other auxin pathways might also regulate nodule responses to Pi starvation, which requires further investigation for more conclusive evidence.

Calcium signaling was also found to be important in the current work, as 24 Ca^2+^ signaling related genes were found to be regulated by Pi starvation in soybean nodules, including two *calmodulin-like* and four *calcium-dependent protein kinase*. This suggests that low P availability affects Ca^2+^ signaling, and thereby regulates nodule development (Table 5). Consistent with this result, sustained oscillation of calcium concentrations is known to activate the expression of symbiosis-related genes after perception of rhizobia-derived nodulation factors [94,95]. Meanwhile, CCaMK, a nuclear calcium- and calmodulin-dependent kinase has been suggested as the central regulator in symbiotic development in plants [96]. All these results strongly suggest that Ca^2+^ signaling is also involved in regulating soybean nodule adaptations to Pi starvation.

Finally, significant alterations of transcriptional regulation are implied by the presence of 76 transcription factors among the DEGs responsive to P deficiency in soybean nodules. These numbers include 12 MYB and five GRAS transcription factors (Figure 5). Although functions of MYB and GRAS transcription factors remains largely unknown in soybean nodule development and responses to Pi starvation, one MYB transcription factor, *LjIPN2*, has been documented as capable of binding directly to the *NIN* gene promoter and, thus, play an important role in the Nod signaling pathway in *Lotus japonicas* [97]. Meanwhile, it has been reported that the GRAS family transcription factors, *MtNSP1* and *MtNSP2* form a protein complex that is essential for root nodule symbiosis in *Medicago truncatula* [98]. The results herein are consistent with these previous reports and further suggest that complex transcriptional regulatory networks participate in soybean nodule adaption to Pi starvation.

## 4. Materials and Methods

### 4.1. Plant, Rhizobium and Growth Conditions

The soybean (*Glycine max* L.) genotype YC03-3 and rhizobium strain USDA110 were selected for hydroponic experiments. Seeds were sterilized and germinated in paper rolls for 4 days. Before transplanting, roots of uniform seedlings were inoculated with rhizobia. The nutrient solution contained KNO_3_ 311.3 μM, NH_4_NO_3_ 94.3 μM, MgCl_2_ 25 μM, MgSO_4_·7H_2_O 500 μM, K_2_SO_4_ 300 μM, MnSO_4_·H_2_O 1.5 μM, ZnSO_4_·7H_2_O 1.5 μM, CuSO_4_·5H_2_O 0.5 μM, (NH_4_)_5_MoO_24_·4H_2_O 0.16 μM, Fe-EDTA (Na) 40 μM, NaB_4_O_7_·10H_2_O 2.5 μM, and 25 μM KH_2_PO_4_ (LP) or 500 μM KH_2_PO_4_ (HP). The pH value was adjusted to approximately 5.8, and the nutrient solution was changed weekly. Leaves, roots, and nodules were harvested 25 days after transplanting.

### 4.2. Determination of Total P and Soluble Pi Concentrations

Total Pi and soluble Pi concentrations were analyzed as described previously [62]. For the total P concentration measurements, about 0.2 g dry weight of shoots, roots, and nodules from each P treatment was separately digested for each tissue in H_2_SO_4_, and further boiled and digested at 300 °C until the solution became clear. For soluble Pi concentrations, about 0.1 g of fresh samples of soybean leaves, roots, and nodules were sampled separately and ground in deionized water for extraction. The supernatant was collected after centrifugation at 12,000× *g* for 30 min. Total and soluble Pi concentrations were determined as described by Murphy and Riley [99].

### 4.3. Acid Phosphatase Activity Measurements

Acid phosphatase activities of leaves, roots, and nodules were assessed as described previously [77]. Briefly, about 0.1 g of fresh samples were ground and extracted for soluble protein using 100 mM Tris-HCl (pH 8.0). Reaction mixtures containing 1 mM ρ-nitrophenyl phosphate (ρ-NPP, Sigma, Saint Louis, MO, USA), 2 mL of 45 mM Na-acetate buffer (pH 5.0) and protein extract were incubated at 37 °C for 15 min before halting reactions via the addition of 1 mL of 1 M NaOH. Absorbance was measured at 405 nm. The concentration of soluble protein was analyzed using Coomassie Brilliant Blue staining [100]. Acid phosphatase activity was presented as micromoles of ρ-NPP hydrolyzed per milligram of protein per minute.

### 4.4. Nodule Nitrogenase Activity Analysis

Nodules attached roots were cut off to measure nitrogenase activity by the acetylene reduction assay [101]. Fresh nodules were incubated in a closed container with 10% (*v*/*v*) acetylene gas for 2 h at 28 °C prior to extracting 1 mL of reacted gas samples from the headspace using a syringe. Ethylene content was calculated from peak areas of standards analyzed by gas chromatography. Nitrogenase activity was calculated as μmole ethylene h^−1^·g^−1^ nodules.

### 4.5. Amino Acid Analysis

The amino acid compositions of nodules were analyzed in an automatic amino acid analyzer (type L-8800, Hitachi Ltd., Tokyo, Japan), as described previously [102]. Briefly, about 0.1 g of fresh samples were cut off and ground in 5% 5-sulfosalicylic acid dehydrated for the extraction. The supernatant was collected after centrifugation at 12,000× *g* at 4 °C for 30 min. Separation column (4.6 mm × 60 mm) parameters: eluent flow rate = 0.4 mL/min, column temperature = 70 °C, and column pressure = 11.627 MPa. Reaction column parameters: ninhydrin buffer run at a flow rate of 0.35 mL/min, column temperature = 135 °C, column pressure = 1.078 MPa. The detection threshold for amino-N compounds was 1 µg·g^−1^ fresh weight in nodules.

### 4.6. cDNA Library Preparation, RNA-Seq and Phylogenetic Analysis

After 25 days, nodules with the size more than 3 mm were collected for mRNA library construction and sequencing. Nodules from two plants were pooled together as one replicate, and three replicates from each P treatment were used for RNA-seq analysis. Total RNA of nodules was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. The quantity and purity of total RNA was checked using an Agilent 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, Palo Alto, CA, USA). About 3 μg of total RNA was subjected to mRNA enrichment using oligo (dT) attached magnetic beads (Invitrogen). The mRNA was then fragmented into small pieces using fragmentation buffer, which was then used as template strands. The first strand of cDNA was synthesized by random hexamers, then added buffer, dNTPs, RNase H, and DNA polymerase I was added for synthesizing the second chain. Through QiaQuick PCR amplification, purification and EB buffer elution, end repair, addition of adenosine and sequencing joints, target size fragments were recovered by agarose gel electrophoresis prior to performing and PCR amplification. Sequencing was performed on the Illumina HiSeq X Ten platform, and the sequencing program was PE150. To obtain clean reads, the adaptor sequences, low quality sequences, and unknown nucleotides were removed from the raw reads. Bowtie2 software (version 2.2.3) was used for building the genome index, and clean reads were then aligned to the reference genome (*Glycine max* Williams82.a2.v1) using HISAT2 software (version 2.1.0) with no more than one nucleotide mismatch allowed, the alignment results were identified and estimated through Cufflinks (version 2.2.0) [103]. Gene expression levels were normalized through fragments per kilobase million mapped reads (FPKM) method [104] and are shown in Table S5. DESeq2 v1.6.3 was designed for differential gene expression analysis between P-deficient and P-sufficient nodules. The expression level of each gene per sample was estimated by the linear regression, then the *p*-value was calculated with Wald test, finally the *p*-value was corrected by the BH method, and genes with *q* ≤ 0.05 and |log_2_(LP/HP)| ≥ 1 were identified as differentially expressed genes (DEGs) [105]. GO functional enrichment analysis using the DAVID (Database for Annotation, Visualization and Integrated Discovery) [106]. Visualization of metabolic pathways was achieved using MapMan software [107]. Phylogeny analysis was conducted by MEGA 5.05, using the neighbor-joining method with 1000 bootstrap replicates as described previously [108]. All the original RNA-Seq data have been submitted to the NCBI Gene Expression Omnibus under the accession number of GSE116593.

### 4.7. qRT-PCR Analysis

Total RNA from nodules was separately extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA). After treating with DNase I, the reverse transcription kit (Promega, Madison, WI, USA) was used to synthesize first-strand complementary DNA. The qRT-PCR analysis was performed by SYBR Green monitored qPCR (Takara, Kyoto, Japan) and carried out on a Rotor-Gene 3000 qPCR system (Corbett Research, Mortlake, Australia), with the following reaction conditions: 95 °C for 30 s, 40 cycles of 95 °C for 5 s, 60 °C for 15 s, and 72 °C for 30 s. Three biological replications were included. Relative expression levels were calculated as the ratio of candidate gene expression to housekeeping gene *TefS1* (Glyma.17G186600) expression as described previously [51]. The primers for qRT-PCR analysis are shown in Table S6.

### 4.8. Statistical Analysis

Statistical analysis was performed using Microsoft Excel 2010 (Microsoft Company, Redmond, WA, USA). Significant differences between treatments were evaluated by statistical comparison performed using Student’s *t*-test.

## 5. Conclusions

Phosphorus deficiency severely inhibited soybean nodule growth and symbiotic nitrogen fixation. However, soybean nodules exhibited a superior capability of maintaining Pi homeostasis, as reflected by smaller effects of Pi starvation on nodule Pi concentration than in either soybean leaves or roots. With the aid of genome wide RNA-seq analysis, a total of 2055 genes were identified as differentially expressed genes between Pi sufficient and deficient conditions, suggesting that multiple complex transcriptional regulatory networks act in soybean nodule adaption to Pi starvation. Furthermore, a set of DEGs can be associated though annotations and previous work with maintenance of nodule Pi homeostasis. This set includes eight *PTs*, 8 *SPXs*, and 16 *PAPs*, which further supports the conclusion that multiple regulatory pathways are involved in maintaining Pi homeostasis through effects on Pi acquisition, translocation, and mobilization in soybean nodules. Taken together, this dataset will be valuable for further efforts to elucidate molecular mechanisms underlying soybean nodule adaption to P deficiency.

## Figures and Tables

**Figure 1:**
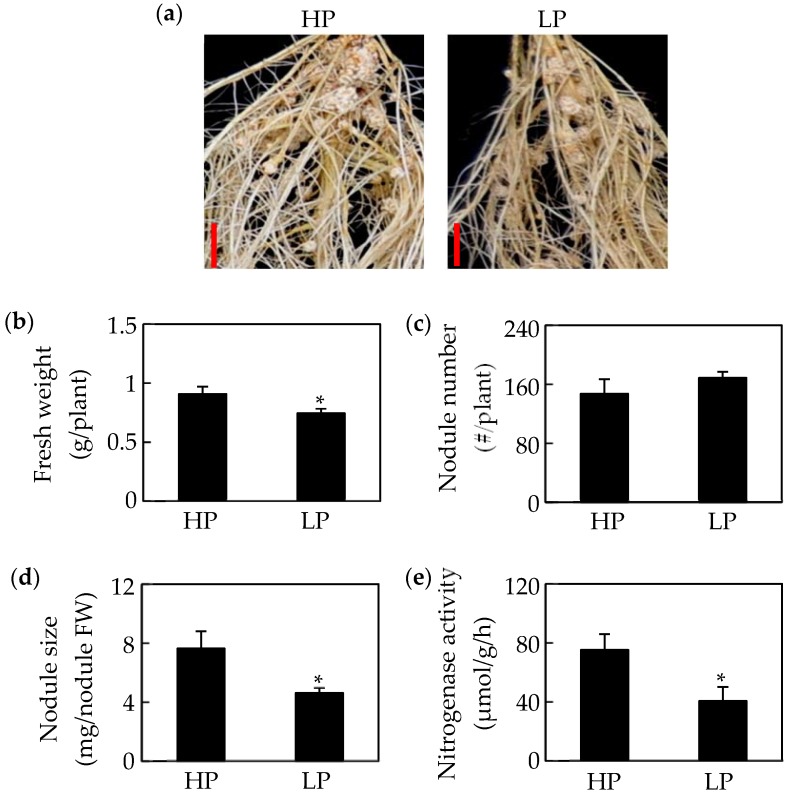
Effects of phosphorus (P) deficiency on soybean nodule growth. (**a**) Phenotype of soybean nodules at two P levels. (**b**) Soybean fresh weight. (**c**) Nodule number. (**d**) Nodule size. (**e**) Nodule nitrogenase activity. Data in the figure are mean of four replicates with standard error bars. Asterisks indicate significant difference between HP (500 μM KH_2_PO_4_) and LP (25 μM KH_2_PO_4_) treatments in the Student’s *t*-test (*: *p* < 0.05). Bars = 1 cm.

**Figure 2:**
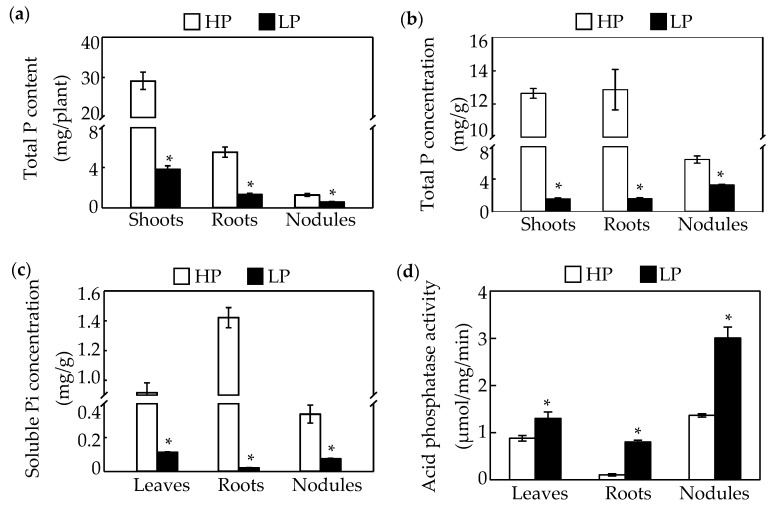
Effects of P deficiency on phosphate (Pi) accumulation and acid phosphatase (APase) activity in soybean. (**a**) Total P content of shoots, roots, and nodules. (**b**) Total Pi concentrations in shoots, roots, and nodules. (**c**) Soluble Pi concentrations in leaves, roots, and nodules. (**d**) Acid phosphatase activity of leaves, roots, and nodules. Data in the figure are mean of four replicates with standard error bars. Asterisks indicate significant difference between HP and LP treatments in the Student’s *t*-test (*: *p* < 0.05).

**Figure 3:**
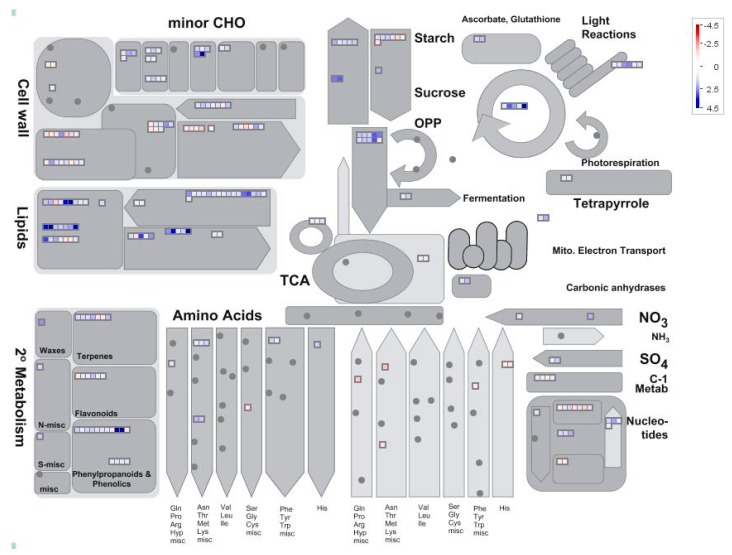
MapMan analysis of differentially expressed genes in soybean nodules. In the color scale, blue and red represent up-regulated and down-regulated expression, respectively, in response to Pi starvation within soybean nodules. Black dots represent no gene enrichment to the category entries. Numbers represent fold changes in expression levels expressed as Log_2_(LP/HP).

**Figure 4:**
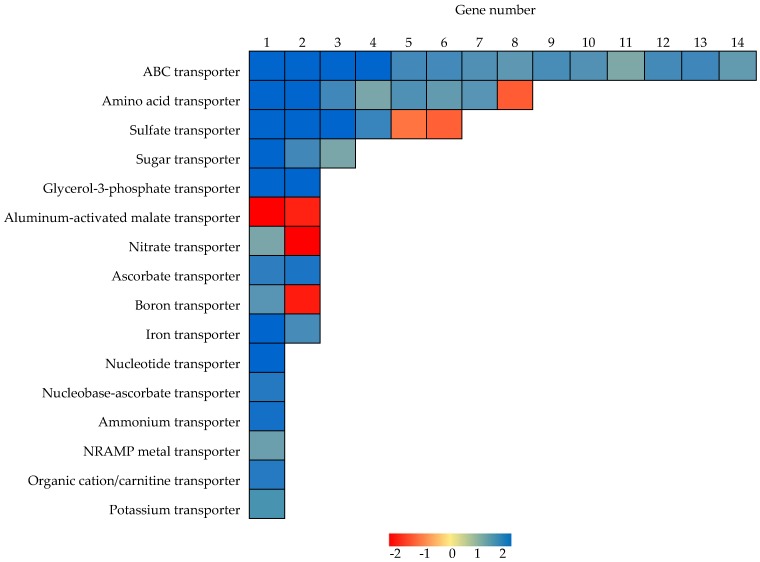
Heatmap analysis of P responsive DEGs associated with transport in nodules. Blue and red represent up-regulated and down-regulated expression, respectively, in response to Pi starvation within soybean nodules. Numbers represent fold changes in expression levels expressed as Log_2_(LP/HP).

**Figure 5:**
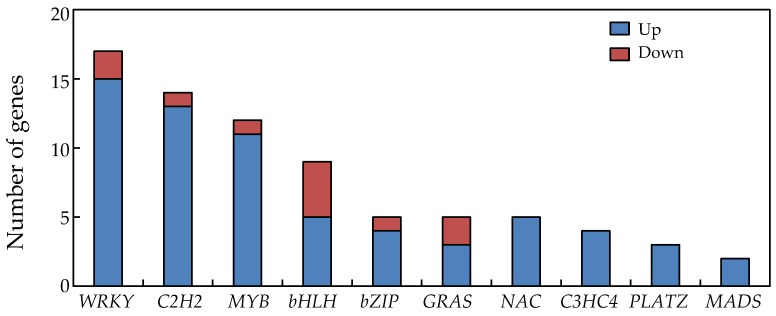
Differentially expressed genes associated with transcription factor activity in soybean nodules.

**Figure 6:**
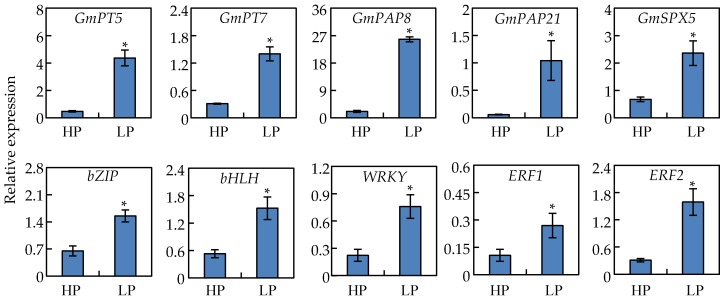
qRT-PCR analysis of ten Pi responsive genes in soybean nodules under Pi sufficient (HP) and deficient (LP) conditions. Data in the figure are mean of four replicates with standard error. Asterisks indicate significant difference between HP and LP treatments in the Student’s *t*-test (*: *p* < 0.05).

**Table 1:** Amino acid composition in soybean nodules under phosphate (Pi) sufficient (HP, 500 μM KH_2_PO_4_) and deficient (LP, 25 μM KH_2_PO_4_) conditions.

	HP		LP		Log_2_(LP/HP)
	µg/g FW	%	µg/g FW	%	
Asparagine	3225.00 ± 570.99	69.47	5039.99 ± 720.71	79.83	0.64 *
Glutamic acid	619.90 ± 45.82	13.35	285.56 ± 32.07	4.52	−1.12 *
γ-Aminobutyric acid	148.83 ± 9.96	3.21	134.97 ± 23.90	2.14	−0.14
Serine	118.56 ± 9.95	2.55	117.30 ± 0.88	1.86	−0.02
Aspartic acid	107.75 ± 8.35	2.32	68.12 ± 8.58	1.08	−0.66 *
Alanine	62.91 ± 4.19	1.36	53.39 ± 22.40	0.85	−0.24
Tryptophane	51.22 ± 3.52	1.10	42.19 ± 5.36	0.67	−0.28
Glutamine	43.98 ± 53.87	0.95	84.27 ± 33.24	1.33	0.94
Arginine	43.30 ± 4.81	0.93	155.11 ± 12.52	2.46	1.84 *
β-Alanine	39.17 ± 4.00	0.84	30.68 ± 2.15	0.49	−0.35 *
Phosphoserine	34.65 ± 1.88	0.75	33.11 ± 2.49	0.52	−0.07
Histidine	30.23 ± 3.20	0.65	135.99 ± 7.34	2.15	2.17 *
Threonine	23.54 ± 3.23	0.51	22.33 ± 2.22	0.35	−0.08
Phenylalanine	18.79 ± 2.42	0.40	17.25 ± 1.68	0.27	−0.12
Tyrosine	12.91 ± 4.17	0.28	11.63 ± 1.44	0.18	−0.15
Lysine	12.10 ± 1.71	0.26	13.32 ± 1.72	0.21	0.14
Citrulline	10.17 ± 4.09	0.22	7.28 ± 1.69	0.12	−0.48
Glycine	8.31 ± 1.29	0.18	8.86 ± 0.66	0.14	0.09
Isoleucine	5.92 ± 0.55	0.13	10.24 ± 0.38	0.16	0.79 *
Cystine	5.89 ± 0.75	0.13	3.90 ± 1.28	0.06	−0.59 *
Leucine	4.89 ± 1.48	0.11	5.49 ± 0.94	0.09	0.17
Valine	4.71 ± 0.83	0.10	3.48 ± 0.33	0.06	−0.44
Ornithine	3.54 ± 1.20	0.08	2.52 ± 0.78	0.04	−0.49
Methionine	3.18 ± 0.09	0.07	2.25 ± 1.18	0.04	−0.5
Phosphorylethanolamine	2.64 ± 1.13	0.06	24.30 ± 0.56	0.38	3.20 *
Total	4642.09	100	6313.53	100	

The fold change of the amino acid concentration between HP and LP conditions was calculated as the logarithm of LP/HP to the base 2 (i.e., log_2_(LP/HP)). Data in the table are means of three replicates with standard error. Asterisks indicate significant difference between HP and LP treatment (*: *p* < 0.05).

**Table 2:** Gene number identified through RNA-seq analysis.

	Total Expressed Genes	Up-Regulated	Down-Regulated
HP	38,813		
LP	38,874		
DEGs *	2055	1431	624

* DEGs: Differentially expressed genes between Pi sufficient (HP) and deficient (LP) soybean nodules.

**Table 3:** Differentially expressed genes involved in Pi homeostasis.

Accession No.	Name/Description	Log_2_(LP/HP)	*Q* Value
Glyma.02G005800	*GmPT1*	1.15	3.0 × 10^−2^
Glyma.03G162800	*GmPT2*	1.41	1.34 × 10^−15^
Glyma.10G006700	*GmPT4*	3.99	1.12 × 10^−45^
Glyma.10G036800	*GmPT5*	4.04	2.84 × 10^−166^
Glyma.10G186400	*GmPT6*	4.01	2.56 × 10^−30^
Glyma.10G186500	*GmPT7*	2.28	5.85 × 10^−50^
Glyma.20G204000	*GmPT13*	1.82	1.3 × 10^−13^
Glyma.20G204100	*GmPT14*	3.67	1.02 × 10^−21^
Glyma.02G117000	*GmPAP1*	2.15	3.94 × 10^−15^
Glyma.05G138400	*GmPAP8*	3.03	3.05 × 10^−43^
Glyma.05G247900	*GmPAP9*	2.45	5.49 × 10^−93^
Glyma.05G247800	*GmPAP10*	2.28	4.15 × 10^−29^
Glyma.06G028200	*GmPAP11*	5.41	1.90 × 10^−239^
Glyma.08G056400	*GmPAP13*	2.43	1.11 × 10^−84^
Glyma.08G093500	*GmPAP15*	2.19	2.92 × 10^−46^
Glyma.08G093600	*GmPAP16*	2.29	8.75 × 10^−47^
Glyma.08G291600	*GmPAP17*	1.70	2.33 × 10^−19^
Glyma.09G229200	*GmPAP20*	3.70	3.36 × 10^−162^
Glyma.10G071000	*GmPAP21*	4.61	9.92 × 10^−78^
Glyma.12G007500	*GmPAP23*	3.14	3.07 × 10^−110^
Glyma.18G132500	*GmPAP30*	1.29	3.01 × 10^−13^
Glyma.19G026600	*GmPAP31*	4.86	1.32 × 10^−73^
Glyma.19G193900	*GmPAP32*	1.81	2.24 × 10^−4^
Glyma.20G026800	*GmPAP35*	1.66	1.02 × 10^−35^
Glyma.01G135500	*GmSPX1*	6.35	0
Glyma.04G067400	*GmSPX2*	2.09	1.39 × 10^−5^
Glyma.04G147600	*GmSPX3*	4.55	9.01 × 10^−105^
Glyma.06G069000	*GmSPX4*	5.89	5.27 × 10^−124^
Glyma.10G261900	*GmSPX5*	1.99	2.31 × 10^−14^
Glyma.13G166800	*GmSPX7*	3.41	4.79 × 10^−103^
Glyma.17G114700	*GmSPX8*	3.52	1.03 × 10^−73^
Glyma.20G129000	*GmSPX9*	7.40	2.6 × 10^−118^

**Table 4:** Differentially expressed genes involved in hormonal signaling.

Hormone	Accession No.	Name/Description	Log_2_(LP/HP)	*Q* Value
Auxin	Glyma.02G142400	AUX/IAA family auxin-responsive protein	2.25	3.56 × 10^−8^
	Glyma.02G142500	AUX/IAA family auxin-responsive protein	2.28	5.80 × 10^−16^
	Glyma.04G025300	AUX/IAA family auxin-responsive protein	1.91	3.46 × 10^−24^
	Glyma.05G196300	AUX/IAA family auxin-responsive protein	1.58	4.80 × 10^−7^
	Glyma.09G193000	AUX/IAA family auxin-responsive protein	1.06	3.69 × 10^−2^
	Glyma.10G031900	SAUR family auxin-responsive protein	1.86	7.77 × 10^−6^
	Glyma.10G056200	SAUR family auxin-responsive protein	−1.07	9.92 × 10^−4^
	Glyma.12G035700	SAUR family auxin-responsive protein	1.84	5.57 × 10^−5^
	Glyma.13G361200	SAUR family auxin-responsive protein	1.06	2.09 × 10^−6^
	Glyma.16G020800	SAUR family auxin-responsive protein	−1.27	1.70 × 10^−2^
	Glyma.19G206100	Auxin response factor	2.16	7.42 × 10^−6^
Cytokinin	Glyma.04G055600	Cytokinin dehydrogenase	−1.25	2.96 × 10^−3^
	Glyma.20G159600	Cytokinin hydroxylase	1.56	1.95 × 10^−3^
Ethylene	Glyma.01G206600	AP2-like ethylene response factor	1.18	3 × 10^−2^
	Glyma.02G132500	AP2-like ethylene response factor	1.90	2.06 × 10^−5^
	Glyma.05G063500	AP2-like ethylene response factor	1.12	3.03 × 10^−4^
	Glyma.06G236400	AP2-like ethylene response factor	1.09	6.61 × 10^−6^
	Glyma.07G113800	AP2-like ethylene response factor	1.28	4.46 × 10^−3^
	Glyma.07G212400	AP2-like ethylene response factor	2.60	1.05 × 10^−18^
	Glyma.09G072000	AP2-like ethylene response factor	2.30	2.54 × 10^−10^
	Glyma.10G118900	AP2-like ethylene response factor	1.01	7.27 × 10^−6^
	Glyma.10G194200	AP2-like ethylene response factor	1.23	6.20 × 10^−3^
	Glyma.12G110400	AP2-like ethylene response factor	1.04	4 × 10^−2^
	Glyma.12G203100	AP2-like ethylene response factor	1.32	3.03 × 10^−4^
	Glyma.13G040400	AP2-like ethylene response factor	−1.13	2 × 10^−2^
	Glyma.13G112400	AP2-like ethylene response factor	2.16	1.95 × 10^−6^
	Glyma.15G180000	AP2-like ethylene response factor	2.87	3.81 × 10^−16^
	Glyma.17G047300	AP2-like ethylene response factor	1.20	3 × 10^−2^
	Glyma.17G070800	AP2-like ethylene response factor	1.25	6.47 × 10^−3^
	Glyma.17G145300	AP2-like ethylene response factor	1.26	1.54 × 10^−5^
	Glyma.18G281400	AP2-like ethylene response factor	−1.35	3.86 × 10^-4^
	Glyma.19G256800	AP2-like ethylene response factor	1.27	2 × 10^−2^
	Glyma.20G070100	AP2-like ethylene response factor	1.93	2.56 × 10^−9^
	Glyma.20G172800	AP2-like ethylene response factor	−1.18	2 × 10^−2^
	Glyma.14G041500	EIN3-like ethylene response factor	1.32	8.33 × 10^−19^
Gibberellin	Glyma.12G137700	Gibberellin-responsive protein	1.44	7.13 × 10^−4^
	Glyma.13G285400	Gibberellin-responsive protein	1.49	2.82 × 10^−8^
	Glyma.19G013000	Gibberellin-regulated protein	1.06	3 × 10^−2^

**Table 5:** Differentially expressed genes involved in Ca^2+^ signaling.

Accession No.	Name/Description	Log_2_(LP/HP)	*Q* Value
Glyma.05G085200	Annexin	1.86	8.71 × 10^−9^
Glyma.05G178200	Annexin	1.18	7.92 × 10^−16^
Glyma.10G002200	Annexin-like	−1.29	4.65 × 10^−14^
Glyma.01G166100	Calmodulin-binding transcription activator	1.76	2.47 × 10^−17^
Glyma.02G059200	Calcium-transporting ATPase	1.66	4.21 × 10^−13^
Glyma.02G245700	Calcium-transporting ATPase	1.44	4.46 × 10^−13^
Glyma.03G138000	Calmodulin-like protein	−1.03	3.38 × 10^−4^
Glyma.04G064800	Calmodulin-like protein	1.43	3.68 × 10^−5^
Glyma.04G136200	Calcium-binding protein	1.32	1.40 × 10^−4^
Glyma.05G047100	Calcium uptake protein	1.15	2 × 10^−2^
Glyma.05G199400	Calcium-binding protein	1.47	5.09 × 10^−4^
Glyma.06G171100	Calcium-binding protein	1.06	4 × 10^−2^
Glyma.07G229500	Calcium-binding protein	1.56	8.46 × 10^−6^
Glyma.08G006900	Calcium-binding protein	−1.19	5.63 × 10^−3^
Glyma.11G048300	Calcium-binding protein	1.50	2.93 × 10^−4^
Glyma.11G077300	Calcium-binding protein	1.16	3.34 × 10^-3^
Glyma.11G157100	Calcium-binding protein	1.11	2 × 10^−2^
Glyma.12G217700	Calcium-binding protein	2.23	1.37 × 10^−9^
Glyma.14G156300	Calcium-binding protein	−1.48	2.72 × 10^−3^
Glyma.14G222000	Calcium-binding protein	1.58	2.06 × 10^−20^
Glyma.16G142100	Calcium-binding protein	1.12	1.60 × 10^−9^
Glyma.17G128900	Calcium-dependent protein kinase	1.40	1.65 × 10^−6^
Glyma.20G034200	Calcium-dependent protein kinase	1.06	1.73 × 10^−4^
Glyma.20G066800	Calcium-dependent protein kinase	1.55	9.09 × 10^−16^
Glyma.05G248000	Calcium-dependent protein kinase	−1.08	2.08 × 10^−4^

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/10/2924/s1, References [109,110,111,112,113] were referred to in supplementary Figures S4 and S6.

## Abbreviations

SNF	Symbiotic Nitrogen Fixation
RNA-seq	RNA sequencing
DEGs	Differentially Expressed Genes
qRT-PCR	quantitative Real-Time Polymerase Chain Reaction
GO	Gene Ontology
CK	Cytokinin
GA	Gibberellin
CHO	Carbohydrate

How the deposited data were processed for this re-analysis (not part of the article)

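RNA of nodules was measured in 3 HP and 3 LP libraries, each from nodules over 3 mm pooled from 2 plants on day 25. The authors removed adaptor and low-quality reads, made the genome index with Bowtie2 2.2.3, aligned the reads to the Williams 82 assembly with HISAT2 2.1.0, and deposited FPKM values for each replicate separately. According to the methods of the paper, abundance was estimated with Cufflinks and differences were tested by the authors with DESeq2 1.6.3. The tool that counted the fragments and the annotation filters are not stated. The deposited values list only genes above 0, so a gene missing from a library was taken as 0.

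The constant of each library was found from the counts in the part of Table S2 at hand and the FPKM values of the same genes. With these constants, each gene was given the smallest whole fragment numbers that fit a whole gene length. Among the genes of Table S2, 1750 came out equal to its counts and 14 at a whole fraction. The constants rest on these counts, so this is no independent check, and the counts of Table S2 were then used for these genes. For other genes, the numbers could be a whole fraction of the true ones. The recovered fragments were 99.7% of the totals. They were used for counting intervals (95%), floors of 3 fragments over a group, and an added alternative.

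Values were tested as log2(FPKM + 0.1) in R 4.3.3 with limma 3.58.1 (eBayes with trend and robust, statmod 1.5.0) over the 31181 genes with at least 0.5 FPKM in 3 or more libraries. P-values were two-sided and adjusted by Benjamini-Hochberg over the genes tested, with 0.05 and an absolute log2 fold change of 1 as thresholds. Gene sets of Tables 3 to 5 with more than 3 tested genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The median standard error of a log2 fold change was 0.166, and the median SD within a treatment was 0.202. The code was tested on simulated data with known folds.

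Choices made before the data were examined were the thresholds, a first group of gene lists and the rule for named genes. That rule takes every gene the paper names in its text or in Tables 3 to 5, the 12 largest increases and the 12 largest decreases among called genes with a mean of at least 1 FPKM and no overlap between treatments, and, in each list, the 2 called members with the largest fold and the 3 with the highest level. Table S2 of the paper, with fold changes, had been seen when the rule and these lists were written. A further 32 lists, drawn from descriptions in Table S2, were chosen after the values were seen. Those reported as counts are the ribonucleases, GDSL lipases, pectinesterases, flavonoid enzymes, RING fingers, inositol monophosphatases, glycerol-3-phosphate and sugar transporters, and the genes of sucrose synthesis, starch synthesis and trehalose metabolism. Without the list members, the rule for named genes took 123 genes, of which 116 were tested. List members and other genes named in the text were chosen after their values, at least those in Table S2, were seen. The deposited files and the reference at hand hold no gene descriptions. Lists other than those of Tables 3 to 5 therefore could not be collected over all genes and were not tested as sets, and they are reported as counts among the genes described in Table S2.

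Alternatives were another added constant (1 or 0.01), no minimum, a minimum of 1 FPKM, median-of-ratios and quantile scaling, eBayes without trend and robust, array weights, the replicate number as a block, each library left out in turn, and the adjusted p alone. The measurements of qRT-PCR, plant growth, P content and amino acids have no deposited values and were left out, as were the GO and MapMan results, whose terms are not at hand.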

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

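The levels that picked the genes in this part (a mean of at least 150 FPKM at LP and a log2 fold change of at least 5) were chosen after the values were seen. They picked genes outside Tables 3 to 5 and the text of the paper. Glyma.08G195100 and Glyma.08G195000, described as inorganic pyrophosphatase 2, rose at LP with log2 fold changes of 6.62 and 6.39. Glyma.03G032400, which has no description at hand, rose by 8.42 on the log2 scale, from 0.393 to 161 FPKM. Glyma.07G011900, described as an uncharacterized protein, rose by 6.19, from 4.82 to 358 FPKM. It lies 1979 bases from Glyma.07G011800, which is described as a pyrophosphatase and rose by 5.37. Glyma.16G085600, also described as uncharacterized, rose by 5.34 on the log2 scale.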

How the results depend on the processing

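Among the alternatives, voom on the recovered fragments was chosen after the values were seen. Over the 393 tested genes that are named or belong to a group, 210 of the 338 called genes had the same call in every setting that tested them. With 1 added in place of 0.1, 602 genes were lower (1370 with 0.1) and 17 genes of Table 4 were called (29). With median-of-ratios rescaling 699 and with quantile normalization 806 genes were lower. These rescalings move the log2 fold changes up, by medians of 0.176 and 0.128, which takes genes lower at LP toward 0. The cause was not tested with 1 added. With the adjusted p alone, which drops the minimum fold, 2110 genes were higher (1041) and 5894 lower. With at least 1 FPKM, 18 genes of Table 4 were called, since fewer genes were tested. Leaving out 1 library in turn gave 726 to 1146 genes higher and 1001 to 1442 lower, 15 to 29 genes of Table 4, 51 to 70 over the fixed gene lists of Tables 3 to 5 (77) and 66 to 87 of the named genes (102). Of the 393 genes, 345 could be tested without an LP library and 375 without an HP library, so part of the loss comes from fewer genes tested. Calls lost without 1 library numbered 28 to 53, and 80 with 1 added. Voom called 1038 genes higher and 1465 lower, and 2324 of its calls were shared. Lists other than those of Tables 3 to 5, cell type markers among them, could not be run over all genes, since no descriptions were at hand.

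Replicate numbers are shared between treatments by label only. Same-numbered libraries deviated from their group means with correlations of 0.17, -0.02 and -0.15, so the numbers do not pair them, and only the libraries numbered 1 correlated best with their own number. With the replicate number as a block, 1046 genes were higher and 1288 lower, with 2233 calls shared. Table 4 had 27 calls, and the lists of Tables 3 to 5 had 76. In simulated data, limma called 50% of 50 genes with a true fold of 2, 100% at 3, 94% at 4 and 98% at 8, with 9 false calls. At a true fold of 2, 72% reached the adjusted p, and the median log2 fold change was 0.997, at the minimum fold. The simulated genes varied independently with the same dispersion, and no gene with low counts was changed. The real libraries hold groups of genes that vary together, so these rates test the code and do not carry over to them. Among 10 splits of the libraries the real one called 2411 genes and the highest of the others 0, and 10 splits are too few for a share under 0.05.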

Differences from the paper's values

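No test in this part was chosen after the values were seen, apart from voom on the recovered fragments and the comparison of Table 5 with Table S2. Counts and folds were taken to differ when 1 was over 1.5 times the other, and log2 fold changes when their signs were opposite or their gap exceeded the replicate SD of the gene (the root of the summed variances of its log2 values within HP and within LP). The paper gives 624 genes lower at LP, and 1370 were found. Adding 1, median-of-ratios rescaling and quantile normalization gave counts that do not differ, and the other 13 alternatives set before the data were examined gave counts that do. For genes called at LP the paper gives 2055 and for genes higher at LP 1431, and 2411 and 1041 were found, within 1.5 times. With median-of-ratios rescaling, 1378 genes were higher and 699 lower, nearer to the paper's 1431 and 624. The median of the Table S2 log2 fold change minus that of the fit was 0.119, and -0.057 with median-of-ratios rescaling. Whether more genes were lower or higher thus depends on the scaling. In Table 4 the paper gives 2 auxin genes lower and 1 was found, since Glyma.16G020800 lay below the FPKM minimum. With no minimum the count did not differ.

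In Table 3 the paper gives a log2 fold change of 2.45 for GmPAP9 (Glyma.05G247900), against 2.30 here (replicate SD 0.125), and median-of-ratios rescaling, quantile normalization and the fits without HP replicate 2 or LP replicate 3 did not differ. It gives 3.70 for GmPAP20 (Glyma.09G229200), against 3.59 (replicate SD 0.0980), and 0.01 added, both rescalings and the fits without HP replicate 1, LP replicate 1 or LP replicate 3 did not differ. It gives 5.89 for GmSPX4 (Glyma.06G069000), against 6.14, and 7.40 for GmSPX9 (Glyma.20G129000), against 8.50. In the text it gives GmSPX9 a fold of 168, against 363 from the fit. Each of these 3 differed in all 13 alternatives that gave a value, and GmSPX9 rests on 1 fragment at HP. The values of the paper are estimates from DESeq2, which none of these alternatives used. The 13 therefore cannot tell whether the gaps come from the method. The added 0.1 lowers the fitted fold of GmSPX9, which lies below the counting interval of its ratio of fragments.

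Of 23 entries of Table 5 in the part of Table S2 at hand, none had the Table S2 value of its own ID and 19 had that of another ID. The differences in Table 5 are therefore with the values as printed there, not with those of Table S2. In Table 5 the paper's log2 fold changes have the opposite sign for 9 genes. They are 1.86 for Glyma.05G085200 (-1.30 here), -1.29 for Glyma.10G002200 (1.62), -1.03 for Glyma.03G138000 (0.89), 1.56 for Glyma.07G229500 (-1.76), -1.19 for Glyma.08G006900 (0.98), -1.48 for Glyma.14G156300 (1.61), 1.58 for Glyma.14G222000 (-1.27), 1.06 for Glyma.20G034200 (-2.77) and -1.08 for Glyma.05G248000 (1.89). None of 16 alternatives closed these gaps. With the same sign, the paper gives 1.18 for Glyma.05G178200 (1.63) and 1.40 for Glyma.17G128900 (2.46), which did not differ with 1 added, without HP replicate 3 or without LP replicate 2. It gives 2.23 for Glyma.12G217700 (1.28), which did not differ without HP replicate 2, and 1.12 for Glyma.16G142100 (2.05), which differed in all 16. The names in Table 5 also differ from the protein matches of Table S2 at the same IDs, for example annexin for Glyma.05G085200, a calmodulin-like protein there.

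Some genes the paper calls were not called here. Of 1151 tested genes higher in the part of Table S2 at hand, 878 were called higher and 273 were not called. Under median-of-ratios rescaling 1070 of them were called higher. Of 483 lower there, 482 were called lower, and 458 under median-of-ratios rescaling. Up to its last gene ID, 23 genes called higher and 699 called lower here are not in it. Both counts are from the FPKM scale. They were not taken under median-of-ratios rescaling, where the genes lower among all tested also numbered 699, against 1370 on the FPKM scale. The genes named next are from Tables 3 to 5 and the text. Below the FPKM minimum lay GmPT1 (Glyma.02G005800), Glyma.17G047300, GmPAP32 (Glyma.19G193900), GmSPX2 (Glyma.04G067400), Glyma.16G020800 and Glyma.19G206100. With no minimum the last 4 were called in the direction of the paper, and GmPT1 (1.44, adjusted p = 0.0552) and Glyma.17G047300 (1.45, adjusted p = 0.0986) in no setting. Of tested genes, Glyma.13G361200 (0.95) was called under both rescalings, without HP replicate 1, HP replicate 2 or LP replicate 2, and by adjusted p alone. Glyma.05G063500 (1.16) was called under both rescalings, with the block and without HP replicate 1. Glyma.06G236400 (0.93) was called under both rescalings, array weights, without LP replicate 3 and by adjusted p alone. Glyma.07G113800 (1.73) was called with 1 added, under both rescalings, with the block, without HP replicate 1 and by voom, which was chosen after seeing the values and drops 1 of the genes of Tables 3 to 5 called here, Glyma.12G137700. Glyma.10G118900 (0.89) was called under both rescalings, without HP replicate 1 or LP replicate 3, and by adjusted p alone. Glyma.19G013000 (0.97) was called without LP replicate 2. Of the calcium genes, Glyma.04G136200 (1.43) was called with the block and without LP replicate 3, and Glyma.04G064800 (1.16) and Glyma.05G047100 (1.34) in no setting. The nitrate transporter gene Glyma.17G124900 (0.89) was called higher under both rescalings. For expressed genes, text and Table 2 of the paper give 38831 and 38813 at HP, and 38813 were found here.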

Other observations

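All tests of explanations in this part were chosen after the results were seen. All 30 cytosolic ribosomal protein genes described in the part of Table S2 at hand fell (30 when adjusted over the list alone), with a median log2 fold change of -1.28, also under both rescalings and in every fit without 1 library. The ribosomal protein L3 gene Glyma.12G240600 fell from 14.1 to 2.13 FPKM (log2 fold change -2.69) and the S5-like gene Glyma.09G103400 from 111 to 47.4 FPKM. These genes were chosen by the paper on these samples, so their shared direction is not independent evidence. Of 10 cell cycle genes tested, 8 were lower and 2 did not pass. The cyclin-A1-1-like gene Glyma.06G116100 fell by 1.79 on the log2 scale. The 2 that did not pass, Glyma.01G185400 (log2 fold change 0.92) and Glyma.06G201200 (0.95), were called higher under both rescalings. Without LP replicate 3 the first was higher (1.12), and without HP replicate 2 the second (1.21). The histone H3 gene Glyma.12G055200 fell by 1.52, and the histone H1-like gene Glyma.11G075500 rose by 1.14. Of 4 nodulin genes tested, 3 were lower and 1 was higher (3 and 1 when adjusted over the list alone). Both early nodulin-70 genes, Glyma.11G238500 and Glyma.18G018900, fell by 2.06 and 1.84, from 84.3 and 125 FPKM at HP. Early nodulin-12A (Glyma.11G155000) rose from 46.6 to 136 FPKM, a call lost without HP replicate 1 (adjusted p = 0.0544) or HP replicate 3 (0.0517). The nodulin-26-like gene Glyma.15G087300 fell by 2.40, from 1.43 FPKM at HP. It was not tested without HP replicate 1, HP replicate 2 or HP replicate 3, and did not pass without LP replicate 1 (0.0633) or LP replicate 2 (0.0684), after median-of-ratios rescaling, with 1 or 0.01 added or by voom, which was chosen after the values were seen.

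Of 8 aquaporin genes, 6 were lower and 2 higher, and 5 were lower under both rescalings. Their median deviation from the mean of the treatment was 0.46 in HP replicate 1, -0.33 in HP replicate 3 and LP replicate 2, and 0.27 in LP replicate 3. The plasma membrane gene Glyma.10G211000 (PIP2-1-like) fell by 1.89, and Glyma.12G075400 (PIP2-7) rose from 79.5 to 234 FPKM. All 7 genes of a ribonuclease list chosen after the values were seen were higher, and the ribonuclease 3-like gene Glyma.01G048400, of a class that frees phosphate from RNA, rose from 13.9 to 118 FPKM. Of 5 ribonuclease genes tested without an LP library, 3 were higher without LP replicate 1 or LP replicate 3 and 4 without LP replicate 2. The median deviation of the ribonuclease genes in HP replicate 2 was 0.36. The stem glycoprotein gene Glyma.08G200100, of the vegetative storage proteins, rose from 274 to 874 FPKM. Of 10 genes of endodermis and suberin, 6 were higher and 2 lower. They varied together within LP, with a median deviation of 0.74 in LP replicate 1 and -0.53 in LP replicate 2. Without HP replicate 1, HP replicate 3, LP replicate 1 or LP replicate 3, 3 of 9 tested were higher. Without HP replicate 1, HP replicate 2 or HP replicate 3, 1 of 9 was lower.

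More genes were lower than higher at LP on the FPKM scale, with a median log2 fold change of -0.18. A few abundant genes that take more of the fragments at LP could lower the others. With the 10 most abundant genes of each library left out of the totals, the median was -0.14, which argues against them as the whole cause. By gene length it went from -0.22 in the shortest eighth of genes to -0.13 in the longest, and by expression from -0.21 in the lowest eighth to -0.15 in the highest. This argues against either as the whole cause, while part of the shift goes with each. A true fall of many transcripts and a scaling to total fragments that hides a change in RNA per nodule both stay open, since no spike-in was used.

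TefS1 (Glyma.17G186600), the reference gene of the paper for qRT-PCR, went from 989 ± 33.7 to 566 ± 17.7 FPKM (SD, n = 3 each), with a log2 fold change of -0.80 (standard error 0.10, adjusted p = 0.0015 in limma), under 2-fold. Scaling alone could give such a value. Under median-of-ratios rescaling it was -0.62, and over fits without 1 library the value nearest to 0 was -0.78, which argues against scaling or 1 library as the whole cause. A response of the gene to LP stays open as a hypothesis.

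The values of Table 5 may stand beside other gene IDs than their own. Of 23 entries whose IDs are in the part of Table S2 at hand, none had the Table S2 value of its own ID (tolerance 0.005) and 19 had that of another ID of the table. In Tables 3 and 4, 25 of 25 and 31 of 31 entries had the value of their own ID. Of 1634 tested genes of Table S2, none had the opposite sign here.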
